# Molecular mechanisms governing the progression of nephritis in lupus prone mice and human lupus patients

**DOI:** 10.3389/fimmu.2023.1147526

**Published:** 2023-03-01

**Authors:** Andrea R. Daamen, Hongyang Wang, Prathyusha Bachali, Nan Shen, Kathryn M. Kingsmore, Robert D. Robl, Amrie C. Grammer, Shu Man Fu, Peter E. Lipsky

**Keywords:** lupus, nephritis, transcriptomics, bioinformatics, translational, mouse models

## Abstract

**Introduction:**

Pathologic inflammation is a major driver of kidney damage in lupus nephritis (LN), but the immune mechanisms of disease progression and risk factors for end organ damage are poorly understood.

**Methods:**

To characterize molecular profiles through the development of LN, we carried out gene expression analysis of microdissected kidneys from lupus-prone NZM2328 mice. We examined male mice and the congenic NZM2328.R27 strain as a means to define mechanisms associated with resistance to chronic nephritis. Gene expression profiles in lupus mice were compared with those in human LN.

**Results:**

NZM2328 mice exhibited progress from acute to transitional and then to chronic glomerulonephritis (GN). Each stage manifested a unique molecular profile. Neither male mice nor R27 mice progressed past the acute GN stage, with the former exhibiting minimal immune infiltration and the latter enrichment of immunoregulatory gene signatures in conjunction with robust kidney tubule cell profiles indicative of resistance to cellular damage. The gene expression profiles of human LN were similar to those noted in the NZM2328 mouse suggesting comparable stages of LN progression.

**Conclusions:**

Overall, this work provides a comprehensive examination of the immune processes involved in progression of murine LN and thus contributes to our understanding of the risk factors for end-stage renal disease. In addition, this work presents a foundation for improved classification of LN and illustrates the applicability of murine models to identify the stages of human disease.

## Introduction

Systemic lupus erythematosus (SLE) is an autoimmune disorder that can affect a variety of tissues, including the kidney (1). Lupus nephritis (LN) affects approximately 40% of adult lupus patients with 10-20% of patients developing end-stage renal disease (ESRD) (2). Disease is thought to initiate in the kidney glomerulus with immune complex (IC) deposition and complement activation leading to the release of damage associated molecular patterns (DAMPS), cytokine production, and the infiltration of inflammatory cells that amplify and sustain inflammation (3, 4). Damage to the kidney glomerulus promotes ischemic damage and chronic hypoxia, compromising the downstream blood supply to the tubulointerstitium (TI) and reducing tubule cell viability, which serve as prognostic markers for the development of ESRD (5–7). Despite advances in understanding of LN, there remains no clear indication of factors controlling the conversion of acute to chronic nephritis and no proven treatments to prevent ESRD (8–10).

Previous studies established the NZM2328 lupus-prone mouse strain as a model of human LN, with severe IC-mediated nephritis and early mortality predominantly affecting female mice (11–13). These studies determined that disease in female NZM2328 mice presents in two stages termed acute glomerulonephritis (AGN) with pathology largely confined to the glomerulus, and chronic GN (CGN) in which inflammation and tissue damage are also found amongst and between the tubules (12, 13). AGN and CGN were associated with a genetic loci on chromosome 1, the *Agnz1* and *Cgnz1* regions respectively. In addition, the NZM2328.Lc1R27 (R27) recombinant strain was generated by replacing the *Cgnz1* region of NZM2328 with that from the C57BL/J strain, such that female R27 mice develop AGN but do not progress to CGN. Similarly, male NZM2328 mice develop a milder, acute form of nephritis but do not exhibit severe proteinuria or progress to chronic disease (14, 15).

The heterogeneity in disease presentation among LN patients and difficulty in predicting therapeutic responses have highlighted the utility of molecular profiling to improve classification of lupus kidney pathology (10, 16). Here, to understand the pathogenesis of LN and especially the relationship between acute and chronic disease in greater detail, we utilized transcriptome analysis to define the stages of GN in NZM2328 mice and identify pathologic immune populations and processes associated with disease progression. In addition, we identified distinct mechanisms of resistance to chronic disease based on differences in gender and genetics and demonstrated similarities in gene expression profiles between human and murine LN, suggesting comparable progression with implications for elucidating risk factors for development of ESRD in human lupus patients.

## Materials and methods

### Mice

NZM2328 and NZM2328.R27 congenic mice were obtained/generated as previously described (11, 13). All mice were housed at the University of Virginia (UVA) Center of Comparative Medicine under pathogen-free conditions.

### Histological characterization

Kidneys of NZM2328 and R27 mice were harvested and the stage of GN was confirmed by histological classification (**Supplementary Table 1**) as previously described (11, 13). Briefly, mice were sacrificed at 8-9 weeks for the control group and 26-38 weeks for diseased mice. Before sacrifice, the presence of nephritis in diseased mice was assayed using proteinuria test strips. Mice were classified into AGN, TGN, or CGN stages by assessment of glomerular size and cellularity, mesangial expansion, glomerular sclerosis, kidney fibrosis, tubular cell dilation, tubular atrophy, and immune cell infiltration. IgG, C3, and ANA staining were performed as previously described.

### Laser microdissection and microarray hybridization

LMD of snap frozen kidney sections was performed as previously described (17). Frozen sections were cut by Cryostat to 5-micron thickness and placed on dry ice. The sections were fixed in 70% ethanol followed by hematoxylin and eosin (H&E) staining. LMD was performed along and including the Bowman’s capsule to isolate kidney glomeruli while tubulointerstitial tissue was collected from approximately 3-4 layers of cells outside of the microdissected glomeruli. For each mouse, 40 glomeruli/tissue picks were collected and pooled to prepare each RNA sample.

Total RNA was isolated from LMD-derived cells using PicoPure RNA isolation kit (Applied Biosystems). RNA quality was detected by Agilent Pico Gel. Array hybridization was carried out by the UT Southwestern Microarray Core facility for the Affymetrix Clariom D Array of NZM2328 female and R27 mice and by the UVA Genome Analysis and Technology Core for the GeneChip Mouse 430 v2.0 array of NZM2328 female and male mice according to standard Affymetrix protocols.

### Microarray data processing

Raw CEL files from the publicly available murine IFNα-NZB (GSE86423) and human microdissected kidney (GSE32591) microarray datasets were derived from GEO using the R/Bioconductor package GEOquery. Processing of raw microarray data from all murine and human microarray datasets was carried out with the R/Bioconductor packages oligo, affy, affycoretools, and simpleaffy. Affymetrix CEL files were background corrected and normalized using the Robust Multiarray Average (RMA) or GeneChip Robust Multiarray Average (GCRMA) methods depending on the microarray platform. Normalized data was transformed into log_2_ intensity values and formatted as R expression set objects (E-sets). Principal component analysis (PCA) was used to inspect the datasets for outliers. E-sets were annotated using chip definition files (CDFs) corresponding to Affymetrix Clariom D (NZM2328 female and R27 mice), Mouse 430 v2.0 (NZM2328 male mice), HT_MG-430_PM (IFNα-NZB mice), HGU133A_CDF_ENTREZG_10 (human microdissected kidney), or HG-U133_Plus_2 (human whole kidney) arrays. Low intensity probes were filtered by visual selection of thresholds at the dip in histograms of binned log_2_-transformed probe intensities. Variance correction was carried out using the ebayes function in the R/Bioconductor LIMMA package. Resulting p-values were adjusted for multiple comparisons using the Benjamini-Hochberg correction that produced a false discovery rate (FDR) for each comparison. Probes were distilled down to differentially expressed (DE) probes with FDR < 0.2 which were considered statistically significant.

### Gene set variation analysis (GSVA)

The R/Bioconductor package GSVA (18) (v1.36.3) was used as a non-parametric, unsupervised method to estimate the variation in enrichment of pre-defined gene sets in microarray data from NZM2328 mice. The input for GSVA was a matrix of log_2_ expression values for all samples and a collection of gene signatures for immune cell types and functional pathways. Genes with multiple Affymetrix identifiers were selected based on the highest interquartile range (IQR) and probes with IQR=0 were filtered out. GSVA enrichment scores were calculated on a per sample basis, without specifying the sample labels, using a Kolgomorov-Smirnoff (KS)-like random walk statistic comparing the distribution of genes in the specific gene modules to those not in the module and were scaled across all samples to values between -1 and +1 indicative of negative enrichment and positive enrichment, respectively.

### GSVA gene set generation

Gene sets used as input for GSVA are listed in **Supplementary Table 2**. Cell type and pathway gene signatures were generated based on literature mining, Mouse Genome Informatics (MGI) (19) gene ontology (GO) terms, and immune cell-specific expression derived from the Immunological Genome Project Consortium (ImmGen) (20). The glycolysis, oxidative phosphorylation, amino acid metabolism, and fatty acid oxidation gene signatures have been previously described (21). The cell type gene signatures were derived from Mouse CellScan, a tool for identification of cellular origin from mouse gene expression datasets. The pathway gene signatures were derived from the Mouse Biologically Informed Gene Clustering (BIG-C) tool for categorization of biological functions in mouse gene expression datasets.

### Linear regression analysis

Linear regression analysis between GSVA enrichment scores and log_2_ gene expression values was carried out using GraphPad Prism software (v9.3.1). The goodness of fit is displayed as the R^2^ value. The *p*-value indicates the significance of the slope of the regression line.

### Ingenuity pathway analysis (IPA)

Molecules upstream of selected *Cgnz1* locus genes were identified using IPA upstream regulator (UPR) analysis (Qiagen) (22). UPRs with an overlap p-value < 0.01 were considered significant.

### Multiscale embedded gene co-expression network analysis (MEGENA)

The MEGENA R package (23) was used to generate gene co-expression networks for NZM2328 mouse glomerulus and TI by inputting the top 5,000 row variance genes from the respective gene expression matrices. A planar filtered network (PFN) was formed using a false discovery rate (FDR) of 0.2. MEGENA multi-scale clustering analysis (MCA) used the PFN to form lineages of gene modules which were assigned “lineage” names based on their descendance from the root MEGENA module. Modules were functionally annotated by overlapping their gene symbols with curated mouse-specific functional signatures, immune cell, and kidney tissue cell signatures as well as the top GO terms (24) exhibiting the greatest coverage for each module. Annotations of MEGENA modules were considered significant if there were at least 3 overlapping gene symbols between the module gene symbols and annotation signature gene symbols, and the Fisher’s p-value statistic of the overlap was p<0.2. A module eigengene (ME) was calculated for each module equivalent to the first principal component of a module’s gene expression. Intracorrelations of sample traits were calculated for brief inspection. MEs were correlated to all sample traits and correlations were zeroed out where the p-value of the correlation was >=0.2. All second generation (gen2) MEGENA modules were retained for ensuing analysis. A gene expression set from human whole kidney biopsies was subjected to MEGENA analysis in a similar manner. Gen2 MEGENA modules from NZM2328 glomerulus and TI were examined for preservation in the MEGENA human kidney modules by utilizing an algorithm that generates z.summ composite scores of 20 preservation metrics (25).

### K-means clustering

GSVA enrichment scores of gen2 MEGENA modules (**Supplementary Table 4**) or 22 curated immune cell, kidney cell, and metabolic pathway gene signatures (**Supplementary Table 2**) were used as input for k-means clustering performed with 1000 iterations to identify the most stable clusters for each dataset. Clustering results were visualized using the R package ComplexHeatmap (v 2.12) (26).

### Statistical analysis

P-values and odds ratios (ORs) for the overlap of DEGs with inflammatory cell types and pathways were calculated with a two-sided fisher’s exact test in R with a confidence level of 0.95. All other statistical tests were carried out with GraphPad Prism (v9.3.1). Comparisons for two groups (CTL, AGN) were calculated using an unpaired, two-sided Welch’s t-test. Comparisons for more than two groups (CTL, AGN, TGN, CGN) were calculated using Brown Forsythe and Welch’s ANOVA followed by Dunnett’s T3 multiple comparisons test.

### Study approval

Mice were kept at the University of Virginia Center of Comparative Medicine. All experimental protocols were approved by the Institutional Animal Care and Use committee.

### Data availability

The murine microarray dataset generated for the current study is available from NCBI’s GEO database under accession GSE206806. The human microarray dataset generated for the current study has been submitted to ArrayExpress with accession E-MTAB-12257. The publicly available murine and human microarray datasets analyzed in the current study can be found under GEO accessions GSE86423 and GSE32591, respectively.

## Results

### Renal disease of NZM2328 mice is characterized by escalating stages of inflammation

To identify different stages of GN in the kidneys of female NZM2328 mice, we carried out histological studies at regular intervals throughout disease progression (**Figures 1A–D**; **Supplementary Table 1**). Tissues from young mice, before disease development and without evidence of kidney pathology were used as a control (**Figure 1A**). At the AGN stage, glomeruli were increased in size with evidence of immune cell infiltration and immune complex deposition including IgG, C3, and anti-nuclear antibody (ANA) deposits (**Figure 1B**). There were no changes to tubule cells of AGN mice and they exhibited mild immune cell infiltration in the interstitium. We identified an additional intermediate stage of disease progression not previously reported termed transitional GN (TGN) at which, like the AGN stage, glomeruli exhibited immune cell infiltration, but levels of IgG and C3 deposition as well as serum levels of anti-DNA antibodies were elevated over AGN mice (**Figure 1C**). The interstitium of TGN mice had more inflammatory cells than at the AGN stage and tubular cells showed some dilation and atrophy. However, tubule damage was not evident histologically. At the CGN stage, mice exhibited glomerular sclerosis, fibrosis with interstitial inflammation, and the highest level of immune complex deposition as compared to earlier disease stages (**Figure 1D**). In CGN stage mice, >80% of tubular cells had tubular dilation with increased evidence of atrophy and tubular casts as compared to the TGN stage.

**Figure 1:**
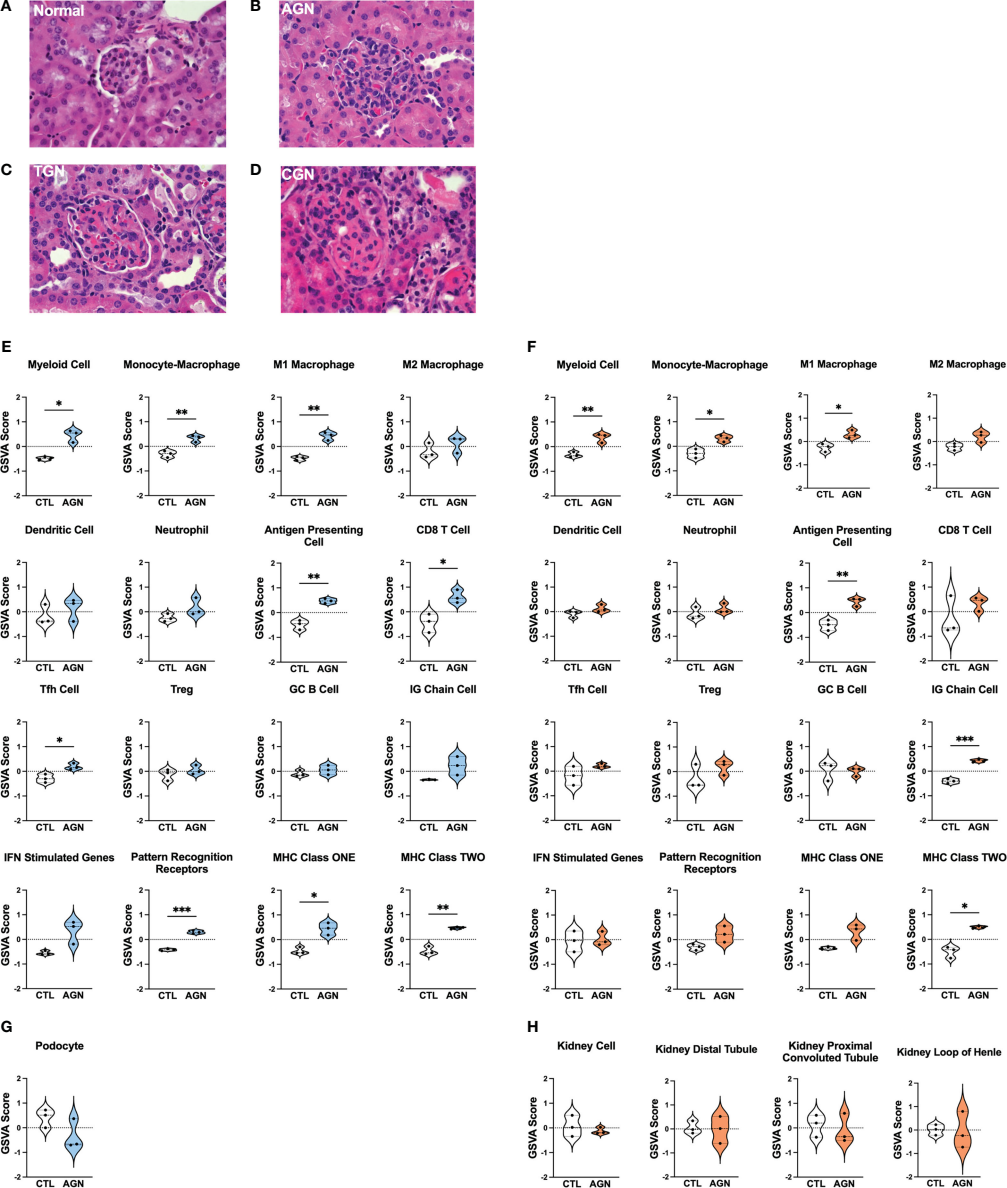
Histologic and transcriptional analysis of immune populations in NZM2328 mice with GN. **(A-D)** H&E staining of kidneys from normal/CTL **(A)** NZM2328 females and mice with acute **(B)**, transitional **(C)**, and chronic **(D)** stage GN. Individual sample gene expression from glomeruli **(E, G)** and TI **(F, H)** of CTL and AGN mice was analyzed by GSVA for enrichment of immune cells/inflammatory pathways **(E, F)** and kidney tissue cells **(G, H)**. Enrichment scores are shown as violin plots. *p<0.05, **p<0.01, ***p<0.001.

### Transcriptional profiling uncovers immune populations present at the onset of GN in NZM2328 mice

To establish the inflammatory environment in the kidney at disease onset, we analyzed the transcriptomes of microdissected glomeruli and TI from the kidneys of female NZM2328 mice. 

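*Bcl2a1a*, which keeps activated leukocytes alive, was higher in AGN than in CTL glomeruli by log2 3.77 (SE 0.3, adjusted p = 0.001), with 3 mice against 3. *Ms4a6c*, a membrane protein gene of macrophages, was higher by 3.37 (SE 0.31, adjusted p = 0.0017). In the TI *Kap*, a kidney gene under androgen control, fell by 1.87 (SE 0.33, adjusted p = 0.07). Of 22508 probes tested in glomeruli, 1022 were higher and 405 lower in AGN, and of 22595 in the TI, 206 were higher and 147 lower. At TGN 4346 glomerular probes were higher and 2962 lower, and at CGN 3491 and 2568. The TI counts were 1482 higher and 818 lower at TGN, and 4092 and 3932 at CGN.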

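The comparisons rested on the deposited log2 intensities of 3 CTL, 3 AGN, 5 TGN and 6 CGN female mice in each tissue. AGN was fitted with CTL alone, and TGN and CGN were compared with CTL in a fit of all 4 groups. Probes were counted at an adjusted p below 0.2, the level of the study, and GSVA scores of 35 signatures at one below 0.05. In data simulated for AGN glomeruli, 200 probes were changed and probes were drawn independently of each other. There 95 percent of changes of log2 1 and 100 percent of those of log2 2 were recovered. Of the calls there 25.6 percent were false. With single mice left out, the AGN counts ran from 598 to 3381 probes in glomeruli and from 35 to 842 in the TI. Those of TGN ran from 5177 to 8535 in glomeruli and from 846 to 3213 in the TI, and those of CGN from 3245 to 7133 and from 5520 to 8477. With a score of tubule genes as a covariate, added after the data were seen, 1653, 4912 and 1926 glomerular probes passed at AGN, TGN and CGN.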

Tissues from 8-9 week-old (CTL) mice were used as a control (11–13). Using Gene Set Variation Analysis (GSVA) (18) with a battery of curated gene sets (**Supplementary Table 2**), glomeruli of histologically-defined AGN mice were found to be enriched for gene signatures of a number of immune/inflammatory cell types, including myeloid cells, M1 macrophages (Mϕs), antigen presenting cells (APCs), CD8 T cells, and T follicular helper (Tfh) cells (**Figure 1E**). In addition, genes encoding immune cell receptors, including pattern recognition receptors (PRRs) as well as major histocompatibility complex (MHC) class I and II were significantly elevated in AGN glomeruli. 

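Macrophage genes rose together in AGN glomeruli. The Myeloid Cell score was higher than in CTL by 0.9 (SE 0.18, adjusted p = 0.0063) in 3 mice against 3, the M1 Macrophage score by 0.91 (SE 0.14, adjusted p = 0.0063) and the Antigen Presenting Cell score by 0.93 (SE 0.16, adjusted p = 0.0063). Among 41 Myeloid Cell genes, 28 were higher and 0 lower, and 37 were higher when adjusted over the list alone. They included *Cd68*, a lysosomal protein gene of macrophages, higher by 1.59 (SE 0.16, adjusted p = 0.0022), and *Mpeg1*, which codes for a pore-forming protein, by 1.87 (SE 0.18, adjusted p = 0.0018). Of 39 M1 Macrophage genes 18 were higher and 0 lower, among them *Irak3*, a brake on Toll-like receptor signaling, by 1.29 (SE 0.15, adjusted p = 0.0043). The M2 Macrophage score did not pass, at 0.29 (SE 0.22, adjusted p = 0.37), with 5 of 32 genes higher and 1 lower. In a separate list of kidney macrophage and monocyte genes, 12 of 14 were higher and 1 lower, and *Csf1r*, the receptor that macrophages need for survival, was higher by 1.35 (SE 0.18, adjusted p = 0.0075). The Myeloid Cell list was placed higher by camera at adjusted p = 6.4e-32 with the preset correlation, and at adjusted p = 0.11 with an estimated correlation.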

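The CD8 T cell score was higher in AGN by 1.03 (SE 0.24, adjusted p = 0.01), 3 mice against 3, but it holds 2 genes, the coreceptor genes *Cd8a* and *Cd8b1*. These were higher by 0.18 (SE 0.11, adjusted p = 0.49) and 0.26 (SE 0.15, adjusted p = 0.5), and both passed when adjusted over the list alone. The Tfh Cell score did not pass, at 0.45 (SE 0.15, adjusted p = 0.057). Its regulator *Bcl6*, which directs follicular helper differentiation, was higher by 0.62 (SE 0.1, adjusted p = 0.022), while its checkpoint gene *Pdcd1* was not, at -0.17 (SE 0.14, adjusted p = 0.64). The median of its 6 tested genes was -0.04 and their mean 0.07. Of 9 T cell genes 7 were higher when adjusted over the list alone, with *Cd3e*, part of the T cell receptor complex, at 0.26 (SE 0.1, adjusted p = 0.31). Of 7 neutrophil genes 3 were higher, including *S100a9*, a calcium-binding protein gene, by 1.3 (SE 0.23, adjusted p = 0.029), and the median of 5 NK and cytotoxic genes was 0.02.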

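Receptor and antigen presentation genes were higher in AGN glomeruli. The Pattern Recognition Receptors score was higher by 0.65 (SE 0.13, adjusted p = 0.0063), the MHC class I score by 0.89 (SE 0.16, adjusted p = 0.0063) and the MHC class II score by 0.78 (SE 0.22, adjusted p = 0.025), 3 mice against 3. Of 25 receptor genes 11 were higher and 0 lower, among them *Clec7a*, a receptor for fungal glucans, by 2.17 (SE 0.26, adjusted p = 0.0046), and *Nlrp3*, an inflammasome sensor, by 0.8 (SE 0.13, adjusted p = 0.018). Of 8 genes of the MHC class II list 6 were higher, with the presenting molecules *H2-Eb1* at 1.24 (SE 0.11, adjusted p = 0.0016) and *H2-Ab1* at 1.12 (SE 0.09, adjusted p = 0.0011). In the MHC class I list 8 of 21 were higher, and 15 when adjusted over the list alone. The nonclassical *H2-M3* was higher by 0.73 (SE 0.11, adjusted p = 0.012), and the classical *H2-K1* by 0.36 (SE 0.09, adjusted p = 0.11). For these lists camera gave adjusted p = 3.4e-09, 3.0e-07 and 1.0e-07 with the preset correlation, and adjusted p = 0.063, 0.18 and 0.088 with an estimated correlation.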

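Interferon, chemokine and complement genes were also higher in AGN glomeruli. The IFN Stimulated Genes score was higher by 0.98 (SE 0.18, adjusted p = 0.0063), 3 mice against 3. Of 13 genes of that signature 7 were higher, with *Ifi207*, a nuclear DNA sensor gene, at 1.56 (SE 0.12, adjusted p = 9.8e-04). A list of type I interferon response genes had 3 of 15 higher, including *Ifi27l2a* by 0.72 (SE 0.11, adjusted p = 0.013). Of 17 chemokine and cytokine genes 12 were higher, with the B cell attractant *Cxcl13* at 1.6 (SE 0.09, adjusted p = 4.5e-04) and the inflammatory cytokine *Tnf* at 1.63 (SE 0.28, adjusted p = 0.025). Complement genes were higher in 6 of 10, and *C1qa*, which starts the classical pathway, by 1.21 (SE 0.14, adjusted p = 0.0038). The Pro-Apoptosis score was higher by 0.71 (SE 0.14, adjusted p = 0.0063).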

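In the TI of AGN mice, antigen presentation and immunoglobulin genes were higher than in CTL. The MHC class II score was higher by 0.96 (SE 0.19, adjusted p = 0.013), the Antigen Presenting Cell score by 0.93 (SE 0.18, adjusted p = 0.013) and the IG Chain Cell score by 0.83 (SE 0.15, adjusted p = 0.013), 3 mice against 3. The Myeloid Cell score was higher by 0.69 (SE 0.16, adjusted p = 0.024) and the M1 Macrophage score by 0.59 (SE 0.16, adjusted p = 0.041). Of 65 immunoglobulin genes 14 were higher, and 46 when adjusted over the list alone. *Jchain*, which joins IgA and IgM into polymers, was higher by 1.1 (SE 0.18, adjusted p = 0.061), and *Ighm*, the IgM heavy chain, by 0.7 (SE 0.2, adjusted p = 0.26). Among 9 MHC class II genes 4 were higher, with *H2-Aa* at 0.57 (SE 0.09, adjusted p = 0.061). Of 14 kidney macrophage genes 6 were higher and 0 lower, with the lysozyme gene *Lyz2* at 1.06 (SE 0.1, adjusted p = 0.012). Of 35 M1 Macrophage genes, 8 were higher and 3 lower when adjusted over the list alone. The immunoglobulin list had camera adjusted p = 5.9e-22 with the preset correlation and adjusted p = 0.16 with an estimated correlation. Without CTL mouse 3, AGN mouse 1 or AGN mouse 2, limma called 0 signatures in place of 6, and 9 of 35 had an unadjusted p under 0.05 with all mice in.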

The TI of AGN mice was enriched for many of the same immune signatures, including myeloid cells, M1 Mϕs, APCs, and MHC class II as well as the IG chain signature indicative of the presence of a plasma cell (PC) infiltrate (**Figure 1F**). However, despite the presence of signatures indicative of immune cells, gene signatures of podocytes in the glomeruli (**Figure 1G**) and of tubule cells in the TI (**Figure 1H**) were not significantly different than CTL. Thus, the kidneys of mice with AGN are enriched for predominantly innate immune cell gene signatures with no evidence of damage to the kidney cells.

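*Wt1* and *Plce1* were lower in AGN glomeruli, and the Podocyte score did not pass. The Podocyte score moved from a mean of 0.39 (SD 0.38) to -0.29 (SD 0.63), a difference of -0.69 (SE 0.34, adjusted p = 0.16), 3 mice against 3. *Wt1*, the podocyte transcription factor, fell by 0.53 (SE 0.17, adjusted p = 0.2), and *Plce1*, a phospholipase gene of the slit diaphragm, fell by 0.51 (SE 0.11, adjusted p = 0.066). With a score of tubule genes as a covariate, added after the data were seen, the Podocyte score passed at -0.9 (SE 0.27, adjusted p = 0.021). The nephrin gene *Nphs1* did not pass, at -0.37 (SE 0.18, adjusted p = 0.41). In a textbook list 2 of 12 podocyte genes were lower, and 10 when adjusted over the list alone, with camera adjusted p = 1.6e-05 with the preset correlation and adjusted p = 0.45 with an estimated correlation. Of 10 glomerular endothelial genes 1 was lower, the angiopoietin receptor *Tek*, by -0.41 (SE 0.12, adjusted p = 0.18), and the median of 7 mesangial and smooth muscle genes was -0.18.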

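Tubule scores in the TI of AGN mice did not pass. The Kidney Proximal Tubule score differed by -0.44 (SE 0.25, adjusted p = 0.29), the Kidney Distal Tubule score by -0.06 (SE 0.3, adjusted p = 0.87) and the Kidney Tubule Collecting Duct score by 0.3 (SE 0.32, adjusted p = 0.58), 3 mice against 3. Of 14 proximal tubule transporters and enzymes 4 were lower and 1 higher, and 9 were lower when adjusted over the list alone. The urate transporter *Slc22a12* fell by 0.79 (SE 0.17, adjusted p = 0.15) and *Acsm2*, an enzyme of fatty acid activation, fell by 0.57 (SE 0.1, adjusted p = 0.08). *Calb1*, a calcium-binding protein of the distal tubule, fell by 0.9 (SE 0.1, adjusted p = 0.029). The proximal list had camera adjusted p = 6.7e-06 with the preset correlation and adjusted p = 0.32 with an estimated correlation. Of 11 tubule injury genes, 3 were higher when adjusted over the list alone.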

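Macrophage and myeloid genes were higher in glomeruli at the AGN stage. In glomeruli the median log2 difference was 1.57 over 14 kidney macrophage and monocyte genes and 1.04 over 41 Myeloid Cell genes, and it was 0.26 over 9 T cell genes and 0.16 over 8 B cell and plasma cell genes, 3 mice against 3. The macrophage receptor gene *Adgre4* was higher by 3.26 (SE 0.4, adjusted p = 0.0058). *Cybb*, an oxidase gene of phagocytes, was higher by 2.94 (SE 0.36, adjusted p = 0.0052). Scores of Th17 cells, at 0.34 (SE 0.15, adjusted p = 0.13), of Treg, at 0.38 (SE 0.17, adjusted p = 0.13), and of germinal center B cells, at 0.11 (SE 0.16, adjusted p = 0.63), did not pass. In the TI the macrophage list had a median of 0.41. The paper concludes from enriched immune signatures beside unchanged podocyte and tubule signatures that AGN kidneys are enriched mainly for innate immune signatures and give no evidence of kidney cell damage. The CTL mice were 8-9 weeks old and the AGN mice were older, so age and disease could not be separated.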

### Transcriptomic analysis reveals distinct immune profiles of acute, transitional, and chronic GN in NZM2328 mice

Next, we compared the transcriptomes of glomeruli and TI from pre-disease CTL mice to mice with progressively more severe stages of disease. 

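With TGN and CGN mice in the same fit, and for signatures also in the scoring, fewer differences between AGN and CTL passed. In glomeruli the CD8 T cell score was higher by 0.84 (SE 0.25, adjusted p = 0.05) and was the 1 signature past the threshold, against 11 in the fit of 3 AGN and 3 CTL mice alone. The Myeloid Cell score was higher by 0.57 (SE 0.22, adjusted p = 0.077), the M1 Macrophage score by 0.53 (SE 0.24, adjusted p = 0.13) and the MHC class I score by 0.65 (SE 0.23, adjusted p = 0.074). The IFN Stimulated Genes score did not pass there either, at 0.73 (SE 0.27, adjusted p = 0.074). In the TI the scores of immunoglobulin genes, at 0.59 (SE 0.26, adjusted p = 0.69), of antigen presenting cells, at 0.35 (SE 0.28, adjusted p = 0.69), and of MHC class II, at 0.34 (SE 0.31, adjusted p = 0.69), did not pass. The probes past the threshold were 590 in glomeruli and 65 in the TI in place of 1427 and 353.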

Overall, we found that the more robust gene signature enrichment in later stages of disease decreased the significant differences between AGN and CTL mice (**Figures 2A, C**). 

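Many inflammatory scores fell from TGN to CGN in glomeruli. From 5 TGN to 6 CGN mice the CD8 T cell score fell by 1.15 (SE 0.18, adjusted p = 6.8e-06), the IFN Stimulated Genes score fell by 0.74 (SE 0.2, adjusted p = 0.0091) and the M1 Macrophage score fell by 0.62 (SE 0.18, adjusted p = 0.0091). The Pattern Recognition Receptors score fell by 0.59 (SE 0.17, adjusted p = 0.0091), the Antigen Presenting Cell score fell by 0.55 (SE 0.2, adjusted p = 0.033) and the Pro-Cell-Cycle score fell by 0.52 (SE 0.16, adjusted p = 0.018). The Monocyte-Macrophage score, at -0.35 (SE 0.16, adjusted p = 0.085), the M2 Macrophage score, at -0.28 (SE 0.17, adjusted p = 0.23), and the Treg score, at 0.04 (SE 0.19, adjusted p = 0.9), did not pass, nor did the GC B Cell, IG Chain Cell, Tfh Cell and Th17 Cell scores. Of 35 signatures 26 passed against CTL at TGN, 19 higher and 7 lower, and 15 at CGN, 10 higher and 5 lower. The Toll-like receptor gene *Tlr2* was higher than in CTL by 1.56 (SE 0.15, adjusted p = 3.7e-06) at TGN, and the cytokine gene *Il1b* by 4.08 (SE 0.62, adjusted p = 2.3e-04). Without CTL mouse 1, CTL mouse 3 or CGN mouse 2, the CGN count was 1, 5 or 8 signatures.

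**Figure D1:**
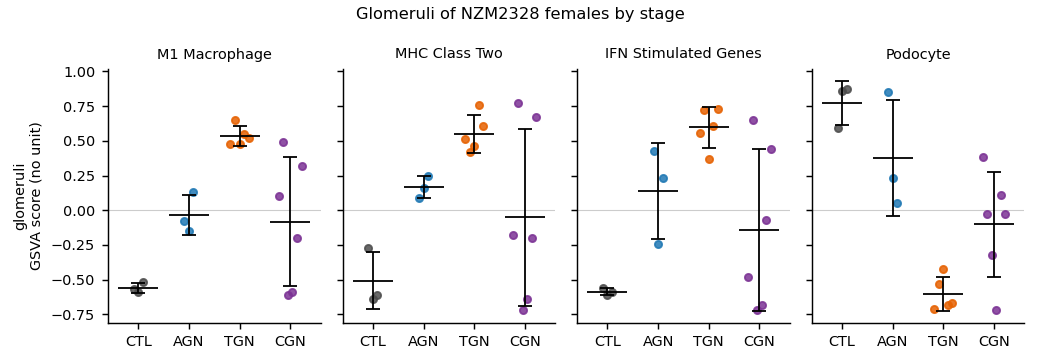
GSVA scores of 4 signatures in glomeruli of female NZM2328 mice by stage. Each point is a mouse, the bar is the mean and the error bars are 1 SD.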

The immune profile of glomeruli of TGN mice reflected an intermediate stage of renal disease and the peak of inflammatory signature enrichment. We found enrichment of gene signatures of germinal center (GC) B cells, myeloid cells, and Mϕs, including both M1 and M2 subsets, as well as signatures of interferon (IFN) stimulated genes, MHC class I, the cell cycle, and the Hif1a signaling pathway (**Figure 2A**). In addition, the inflammatory signatures enriched in AGN mice were increased further at the transitional stage. 

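Macrophage and interferon genes rose strongly in TGN glomeruli. Against 3 CTL mice, the 5 TGN mice had a Myeloid Cell score higher by 1.23 (SE 0.2, adjusted p = 5.5e-06), an M1 Macrophage score by 1.09 (SE 0.21, adjusted p = 5.5e-05) and an M2 Macrophage score by 0.71 (SE 0.2, adjusted p = 0.0024). Of 41 Myeloid Cell genes 38 were higher and 0 lower, of 39 M1 Macrophage genes 30 were higher and 2 lower, and of 32 M2 Macrophage genes 13 were higher and 3 lower. *Lyz2*, which codes for lysozyme of macrophages, was higher by 3.45 (SE 0.35, adjusted p = 7.8e-06), and *Mmp12*, an elastase gene of macrophages, by 3.33 (SE 0.44, adjusted p = 6.3e-05). The IFN Stimulated Genes score was higher by 1.18 (SE 0.24, adjusted p = 7.8e-05), with 10 of 13 genes higher, among them the guanylate-binding gene *Gbp2* by 1.16 (SE 0.24, adjusted p = 0.0024). The MHC class I score was higher by 1.03 (SE 0.21, adjusted p = 7.8e-05), with 15 of 21 genes higher and 1 lower, including the peptide transporter *Tap1* by 0.79 (SE 0.15, adjusted p = 0.0017). For the myeloid, M1, M2, interferon and MHC class I lists camera gave adjusted p = 7.0e-27, 8.5e-11, 0.004, 3.0e-06 and 9.4e-06, and adjusted p = 0.087, 0.1, 0.19, 0.16 and 0.23 with an estimated correlation.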

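Germinal center, cell cycle and hypoxia scores were also higher at TGN. The GC B Cell score was higher by 0.8 (SE 0.21, adjusted p = 0.0013), the Pro-Cell-Cycle score by 0.87 (SE 0.2, adjusted p = 2.8e-04) and the Hif1a Signaling Pathway score by 0.52 (SE 0.2, adjusted p = 0.021), 5 mice against 3. Of 4 germinal center genes 2 were higher, *Klhl6*, needed for germinal center formation, by 1.13 (SE 0.18, adjusted p = 3.6e-04), and *Lrmp*, a lymphoid membrane protein gene, by 0.76 (SE 0.1, adjusted p = 6.1e-05). Of 31 cell cycle genes 16 were higher and 0 lower, with the replication gene *Mcm6* at 1.08 (SE 0.15, adjusted p = 1.3e-04) and the mitotic gene *Cdc20* at 0.94 (SE 0.16, adjusted p = 5.1e-04). In the Hif1a list 1 of 6 genes was higher, *Cybb*, at 3.96, and *Hif1a* itself, the oxygen-sensing factor, was not, at 0.19 (SE 0.14, adjusted p = 0.38). All 9 T cell genes were higher, with *Cd3d*, of the receptor complex, at 0.98 (SE 0.27, adjusted p = 0.018) and *Cd4*, the helper coreceptor, at 0.82 (SE 0.19, adjusted p = 0.0069). Of 5 NK and cytotoxic genes 3 were higher. For the cell cycle list camera gave adjusted p = 2.2e-04, and adjusted p = 0.15 with an estimated correlation.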

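Macrophage and receptor scores were higher at TGN than at AGN. In 5 TGN against 3 AGN mice the Pattern Recognition Receptors score was higher by 0.69 (SE 0.2, adjusted p = 0.0069), the Myeloid Cell score by 0.66 (SE 0.2, adjusted p = 0.0076), the M1 Macrophage score by 0.57 (SE 0.21, adjusted p = 0.032) and the Monocyte-Macrophage score by 0.53 (SE 0.19, adjusted p = 0.028). The Pro-Cell-Cycle score was higher by 0.83 (SE 0.2, adjusted p = 0.0018) and the GC B Cell score by 0.78 (SE 0.21, adjusted p = 0.0057). Antigen presenting cells, at 0.34 (SE 0.25, adjusted p = 0.26), CD8 T cells, at 0.41 (SE 0.22, adjusted p = 0.14), and the MHC class I and II scores, at 0.38 (SE 0.21, adjusted p = 0.14) and 0.38 (SE 0.24, adjusted p = 0.21), did not differ past the threshold between the stages. Against CTL, the lectin *Clec4e*, a receptor for damaged cells, was higher by 4.92 (SE 0.63, adjusted p = 5.1e-05) at TGN, and *Irak3* by 2.14 (SE 0.16, adjusted p = 6.8e-07).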

Glomeruli of CGN mice were enriched for platelets and WNT signaling and de-enriched for gene signatures of mitochondrial function and amino acid metabolism (**Figure 2A**). 

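WNT genes were higher and amino acid metabolism genes lower in CGN glomeruli. Against 3 CTL mice, the 6 CGN mice had a WNT Signaling score higher by 0.77 (SE 0.23, adjusted p = 0.0082), and an Amino Acid Metabolism score that fell by 0.75 (SE 0.22, adjusted p = 0.0082). Neither platelets, at 0.47 (SE 0.2, adjusted p = 0.053), nor mitochondria, at -0.42 (SE 0.19, adjusted p = 0.057), passed as scores, while each had an exact two-sided permutation p = 0.024. Of 8 WNT genes 4 were higher, including *Adgra2*, a WNT coreceptor of vessels, by 0.59 (SE 0.14, adjusted p = 0.01), and *Dkk2*, a secreted modulator, by 0.51 (SE 0.18, adjusted p = 0.069). Of 12 platelet genes 4 were higher, with the chemokine *Pf4* at 1.25 (SE 0.33, adjusted p = 0.021) and the endothelial receptor *Pear1* at 0.69 (SE 0.19, adjusted p = 0.029). Of 67 mitochondrial genes 21 were lower and 4 higher, and *Efhd1*, a calcium sensor of mitochondria, fell by 0.76 (SE 0.16, adjusted p = 0.0056). Of 14 amino acid metabolism genes 7 were lower and 1 higher, among them *Oxct1*, needed to burn ketone bodies, which fell by 0.81 (SE 0.14, adjusted p = 0.0012). For these lists camera gave adjusted p = 0.038, 0.08, 2.5e-04 and 2.4e-04, and adjusted p = 0.35, 0.19, 0.15 and 0.22 with an estimated correlation. With a score of tubule genes as a covariate, added after the data were seen, none of these scores passed, at 0.58 (SE 0.34, adjusted p = 0.24) for WNT Signaling, -0.06 (SE 0.28, adjusted p = 0.91) for amino acid metabolism, 0.36 (SE 0.29, adjusted p = 0.38) for platelets and -0.12 (SE 0.25, adjusted p = 0.75) for mitochondria.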

Along with the enrichment of gene signatures of inflammatory cells and pathways, we also found evidence of kidney damage in TGN and CGN mice with de-enrichment of the gene signature for podocytes (**Figure 2B**).

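Podocyte genes fell in both later stages. The Podocyte score fell by 1.38 (SE 0.21, adjusted p = 4.5e-06) at TGN, 5 mice against 3, and fell by 0.88 (SE 0.21, adjusted p = 0.0048) at CGN, 6 mice against 3. With a score of tubule genes as a covariate, added after the data were seen, it passed at TGN, at -1.35 (SE 0.27, adjusted p = 2.4e-04), and not at CGN, at -0.84 (SE 0.3, adjusted p = 0.067). All 4 measured genes of the signature were lower at each stage. The slit diaphragm gene *Nphs1* fell by 1.15 (SE 0.21, adjusted p = 9.3e-04) at TGN and fell by 0.88 (SE 0.2, adjusted p = 0.01) at CGN, and *Podxl*, which codes for the charged coat of foot processes, fell by 0.7 (SE 0.14, adjusted p = 0.0017) and fell by 0.46 (SE 0.13, adjusted p = 0.034). In the textbook list 10 of 12 genes were lower at TGN and 7 at CGN, with camera adjusted p = 2.6e-08 and 1.3e-05, and adjusted p = 0.1 and 0.19 with an estimated correlation. Matrix and fibrosis genes were higher in 12 of 15 at TGN and in 10 at CGN, led by the fibronectin gene *Fn1*, at 2.34 (SE 0.33, adjusted p = 1.0e-04) and 2.69 (SE 0.32, adjusted p = 1.1e-04). Among glomerular endothelial genes 4 of 10 were lower and 2 higher at TGN, including the VEGF receptor *Flt1*, which fell by 0.92 (SE 0.13, adjusted p = 1.6e-04), and 5 were lower and 1 higher at CGN. The smooth muscle actin gene *Acta2* was higher at TGN by 1.76 (SE 0.26, adjusted p = 1.9e-04), where 2 were higher among 7 mesangial and smooth muscle genes.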

**Figure 2:**
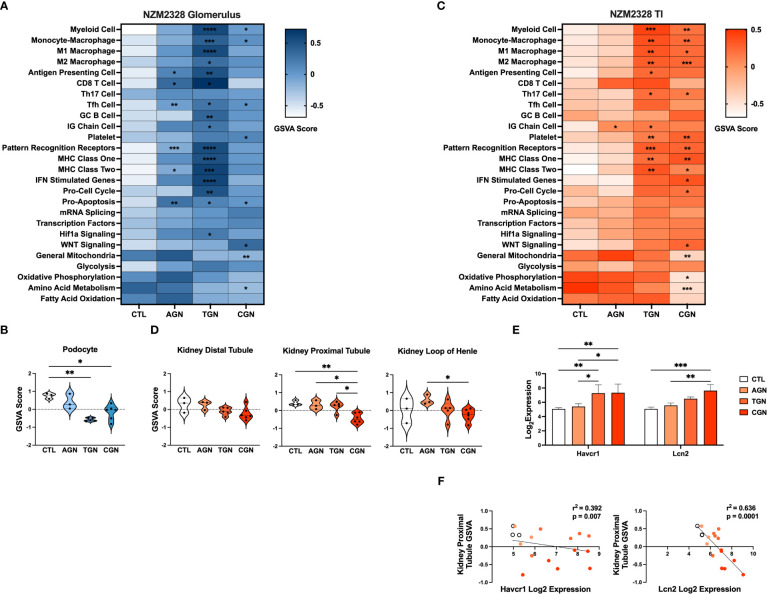
Transcriptomic analysis of GN disease stages in glomeruli and TI of NZM2328 mice. **(A)** Heatmap of GSVA scores for enrichment of immune cell and pathway gene signatures in glomeruli of CTL, AGN, TGN, and CGN mice. Asterisks indicate significant comparisons with CTL mice. **(B)** GSVA enrichment of podocytes in cohorts shown in **(A)**. **(C)** Heatmap of GSVA scores in the TI of cohorts shown in **(A)**. **(D)** GSVA enrichment of kidney tubule cell gene signatures in cohorts from **(C)**. **(E)** Log_2_ expression values of kidney tubule damage-associated genes for cohorts from **(C)**. **(F)** Linear regression between log_2_ expression of kidney tubule damage genes and GSVA scores of kidney tubule cells. *p<0.05, **p<0.01, ***p<0.001, ****p<0.000.

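In the TI, myeloid and interferon scores were higher at TGN than at AGN, and proximal tubule and oxidative scores were lower at CGN than at TGN. Of 35 signatures 6 were higher than in CTL at AGN, 17 higher and 1 lower at TGN, and 19 higher and 7 lower at CGN, with 3, 5 and 6 mice against 3. The AGN count came from the fit with CTL alone and the others from that of all 4 groups, where no signature passed at AGN. From AGN to TGN the Myeloid Cell score was higher by 0.76 (SE 0.16, adjusted p = 0.0047), the M2 Macrophage score by 0.61 (SE 0.14, adjusted p = 0.0049) and the IFN Stimulated Genes score by 0.79 (SE 0.25, adjusted p = 0.021). Between TGN and CGN no immune score rose past the threshold, while the Oxidative Phosphorylation score fell by 0.74 (SE 0.18, adjusted p = 0.0037), the Kidney Proximal Tubule score fell by 0.62 (SE 0.16, adjusted p = 0.0057) and the Fatty Acid Oxidation score fell by 0.7 (SE 0.13, adjusted p = 0.0012). The Kidney Tubule Collecting Duct score was higher at CGN than at TGN by 0.69 (SE 0.18, adjusted p = 0.0069). The macrophage list, 14 genes long, was higher throughout at TGN and at CGN, with medians of 1.54 and 1.28. Without CTL mouse 1 or CTL mouse 3, the TGN count of 18 was 9 or 7 signatures, and without CTL mouse 3 the CGN count of 26 was 17.

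**Figure D2:**
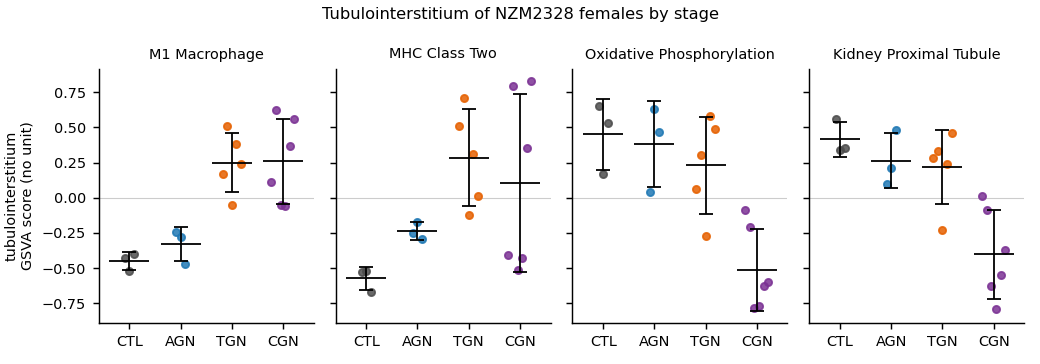
GSVA scores of 4 signatures in the TI of female NZM2328 mice by stage. Each point is a mouse, the bar is the mean and the error bars are 1 SD.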

Relative gene expression results from the TI of NZM2328 kidneys showed a progressive pattern of inflammation and kidney cell loss. The TI regions of TGN kidneys were enriched for numerous immune and inflammatory signatures, including Th17 cells, PRRs, MHC class I and II, myeloid cells, and M1 and M2 Mϕs (**Figure 2C**). 

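Macrophage, receptor and MHC genes were higher in the TI at TGN. Against 3 CTL mice, the 5 TGN mice had a Myeloid Cell score higher by 0.97 (SE 0.16, adjusted p = 2.3e-04), an M1 Macrophage score by 0.7 (SE 0.18, adjusted p = 0.0039) and an M2 Macrophage score by 0.75 (SE 0.14, adjusted p = 4.5e-04). *Itgam*, the integrin chain of myeloid cells, was higher by 1.81 (SE 0.18, adjusted p = 1.4e-04), and *Mrc1*, the mannose receptor of M2 cells, by 1.42 (SE 0.28, adjusted p = 0.013). Of 35 M1 Macrophage genes 14 were higher and 1 lower, and of 29 M2 Macrophage genes 12 were higher and 0 lower. The Pattern Recognition Receptors score was higher by 0.82 (SE 0.19, adjusted p = 0.0024), with the RNA sensor gene *Tlr7* at 1.07 (SE 0.3, adjusted p = 0.075). The MHC class I score was higher by 0.77 (SE 0.19, adjusted p = 0.0037) and the MHC class II score by 0.86 (SE 0.28, adjusted p = 0.019), with *H2-K1*, a classical molecule, at 0.88 (SE 0.16, adjusted p = 0.0091). The Th17 Cell score was higher by 0.54 (SE 0.19, adjusted p = 0.024), with 2 of 9 genes higher, and 6 when adjusted over the list alone. For the M2, MHC class I and Th17 lists camera gave adjusted p = 2.5e-04, 7.7e-12 and 0.014, and adjusted p = 0.03, 0.082 and 0.17 with an estimated correlation.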

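Interferon genes were higher and respiratory chain genes lower in the TI of CGN mice. Against 3 CTL mice, the 6 CGN mice had an IFN Stimulated Genes score higher by 0.92 (SE 0.25, adjusted p = 0.0028), a WNT Signaling score by 0.77 (SE 0.2, adjusted p = 0.0026) and a Pro-Cell-Cycle score by 0.44 (SE 0.19, adjusted p = 0.044). Of 13 genes of the interferon signature 10 were higher, with *Ifi207* at 1.74 (SE 0.29, adjusted p = 0.0011), and of 14 type I interferon response genes 11, with the antiviral *Ifit2* at 1.14 (SE 0.14, adjusted p = 1.2e-04). Of 8 WNT genes 3 were higher, among them *Dkk2* by 1.05 (SE 0.26, adjusted p = 0.011), and of 26 cell cycle genes 6 were higher and 1 lower, among them the kinase *Cdk6* by 0.9 (SE 0.13, adjusted p = 4.1e-04). The Oxidative Phosphorylation score fell by 0.97 (SE 0.2, adjusted p = 8.3e-04), the General Mitochondria score fell by 0.66 (SE 0.16, adjusted p = 0.0022) and the Amino Acid Metabolism score fell by 1.02 (SE 0.15, adjusted p = 2.1e-05). Of 89 oxidative phosphorylation genes 81 were lower and 0 higher, and all 17 TCA cycle genes were lower. *Ndufc1*, of respiratory complex I, fell by 0.79 (SE 0.13, adjusted p = 0.0012), *Idh3b*, a TCA cycle dehydrogenase, fell by 0.73 (SE 0.12, adjusted p = 0.0012), and *Ivd*, which breaks down leucine, fell by 0.71 (SE 0.06, adjusted p = 3.5e-05). Of 5 mitochondrially encoded genes 4 were lower. For the interferon, cell cycle and oxidative phosphorylation lists camera gave adjusted p = 2.9e-05, 0.018 and 1.3e-22, and adjusted p = 0.19, 0.19 and 0.19 with an estimated correlation.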

The TI of CGN mice exhibited enrichment of IFN stimulated genes, the cell cycle, and WNT signaling as well as decreases in gene signatures for mitochondria, amino acid metabolism, and oxidative phosphorylation (**Figure 2C**). We found further indicators of damage to the kidney tubules in CGN mice with decreases in kidney tubule cell gene signatures (**Figure 2D**) that correlated with significant increases in the expression of the kidney tubule damage-associated genes, *Havcr1* and *Lcn2* (**Figures 2E, F**). 

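Proximal and distal tubule genes fell in the TI of CGN mice. The Kidney Proximal Tubule score fell by 0.82 (SE 0.18, adjusted p = 0.0011) and the Kidney Distal Tubule score fell by 0.53 (SE 0.2, adjusted p = 0.025), 6 mice against 3, while the Kidney Tubule Collecting Duct score was higher by 0.58 (SE 0.21, adjusted p = 0.021). Of 14 proximal tubule transporters and enzymes 13 were lower, among them the glucose transporter *Slc5a2*, which fell by 1.67 (SE 0.33, adjusted p = 0.0032), and the endocytic receptor *Lrp2*, which fell by 1.55 (SE 0.36, adjusted p = 0.0078). *Pvalb*, a calcium-binding gene of the distal convoluted tubule, fell by 2.68 (SE 0.38, adjusted p = 3.8e-04), and *Aqp2*, the collecting duct water channel, was higher by 1.08 (SE 0.29, adjusted p = 0.017). *Lcn2*, released by injured tubules, rose from a CTL mean of 5.08 (SD 0.25) to 7.63 (SD 0.84), a difference of 2.55 (SE 0.36, adjusted p = 3.6e-04). *Havcr1*, the kidney injury molecule, rose by 2.27 (SE 0.63, adjusted p = 0.019) to values between 5.43 and 8.57. All 11 tubule injury genes were higher, with camera adjusted p = 7.3e-10 and adjusted p = 0.03 with an estimated correlation.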

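Over all 17 mice, *Lcn2* was lower where the Kidney Proximal Tubule score was higher, with r = -0.80 (two-sided permutation p = 1.0e-04, adjusted over 8 relations p = 2.7e-04) and a Spearman correlation of -0.81 (permutation p = 1.6e-04). *Havcr1* had r = -0.25 (permutation p = 0.33, adjusted p = 0.38) and a Spearman correlation of -0.46 (permutation p = 0.065). Without the 2 farthest mice, r was -0.70 for *Lcn2* (permutation p = 0.0037) and -0.46 for *Havcr1* (permutation p = 0.088). Inside stages, where deviations from stage means were used, r was -0.43 for *Lcn2* (permutation p = 0.19) and 0.47 for *Havcr1* (permutation p = 0.14).

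**Figure D3:**
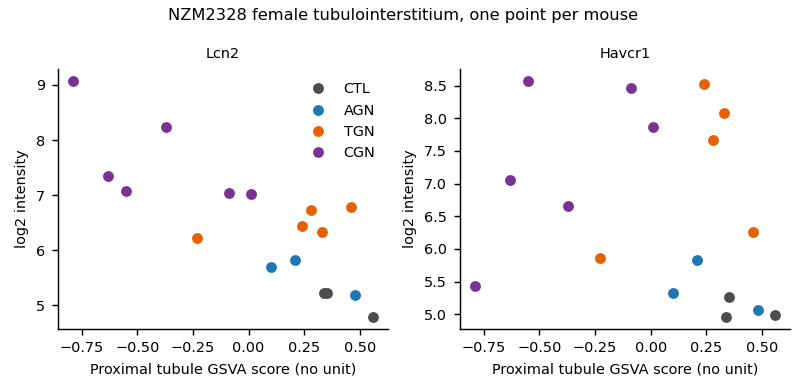
Log2 intensity of *Lcn2* and *Havcr1* against the Kidney Proximal Tubule score in the TI of 17 female NZM2328 mice. Each point is a mouse, colored by stage.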

Overall, these results suggest that renal disease in female NZM2328 mice progresses from the glomerulus to the tubules and that inflammation established in the acute and transitional stages promotes a decrease in kidney cell signatures, indicative of cell damage.

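The Podocyte score fell in glomeruli at TGN, and the Kidney Proximal Tubule score fell in the TI at CGN. At TGN the Podocyte score differed from CTL by -1.05 in glomeruli and -0.02 in the TI when both tissues were scored together, and the difference between tissues passed at -1.03 (SE 0.25, adjusted p = 0.012), with 5 TGN and 3 CTL mice per tissue. It was the 1 signature of 35 that differed between tissues at that stage. Of 100 shuffles of the stage labels within each tissue, the real labels among them, 7 gave as many. These shuffles count any signature, treat the tissues as separate mice and also break the change that both tissues share. Chance cannot be excluded, and the Podocyte score by itself was not tested by them. Podocytes are cells of the glomerulus, so a fall confined to glomeruli says nothing of a spread to the tubules. In the TI the Kidney Proximal Tubule score differed by -0.2 (SE 0.19, adjusted p = 0.4) at TGN, while 4 of 14 proximal tubule transporters and enzymes were lower at AGN. *Fn1* and other matrix genes were already higher in glomeruli at TGN, and 6 of 14 matrix genes were higher in the TI at that stage against 11 at CGN. The structural filament gene *Vim* was higher in the TI by 1.11 (SE 0.17, adjusted p = 0.0032) at TGN. The paper proposes from the earlier glomerular change and the later tubule change that disease moves from glomerulus to tubules, and that inflammation of the early stages promotes the loss of kidney cell signatures. Each stage was sampled in different mice, so an order of changes was not tested.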

### Lack of a robust inflammatory signature in glomeruli of NZM2328 male mice is associated with absence of progression to chronic renal disease

To gain insight into the basis of the difference in gender-based resistance to chronic disease, we evaluated the transcriptomes of glomeruli from male NZM2328 mice with AGN at 10 months of age as compared to pre-disease, 8-9-week-old mice (**Figure 3**). 

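In male glomeruli *Cxcl13*, the B cell attractant, was higher in AGN than in CTL by log2 2.34 (SE 0.57, adjusted p = 0.033), 6 mice against 3. *Igk*, the kappa light chain gene, was higher by 3.28 (SE 0.62, adjusted p = 0.012), *Iigp1*, an interferon-induced GTPase gene, by 1.68 (SE 0.28, adjusted p = 0.0074), and the zinc finger gene *Zfp40* by 3.43 (SE 0.35, adjusted p = 0.0014). *Plin5*, a coat protein of lipid droplets, fell by 2.11 (SE 0.39, adjusted p = 0.011), and *Atp5g2*, part of ATP synthase, fell by 1.44 (SE 0.15, adjusted p = 0.0015). The adipokine gene *Adipoq* fell by 4.72 (SE 1.09, adjusted p = 0.027), with a CTL SD of 3.38. Of 27061 probes 3219 were higher and 3184 lower in AGN. The sex-linked genes *Kdm5d*, *Uty* and *Xist* differed by -0.21, 0.04 and 0.01. The red blood cell list had 1 of 2 genes higher.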

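These are log2 intensities from another array than that of the females, so the sexes were not set against each other in a test. CTL and AGN males of the same replicate number correlated at 0.108 to 0.329 after group means were removed. No source pairs the numbers, and likeness was not tested against other pairings. In females such correlations ran from -0.21 to 0.22. A fit with the number as replicate block called 10446 probes in place of 6403, and 10 of 35 signatures in place of 0. It rested on the 3 pairs alone, since AGN 4, 5 and 6 have no CTL of their number. These pairs are too few to set the blocked calls against chance. In data simulated for this comparison, 54 percent of changes of log2 1 and 93 percent of those of log2 2 were recovered. Only 200 of 27061 probes were changed there. Recovery at an adjusted level depends on that share, so these values do not give the recovery in the real data. The AGN mice were 10 months old and the CTL mice 8-9 weeks, so age and disease could not be separated.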

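Immune scores of male AGN glomeruli did not pass. The Myeloid Cell score moved from a mean of -0.4 (SD 0.06) to 0.19 (SD 0.48), a difference of 0.59 (SE 0.26, adjusted p = 0.21), 6 mice against 3. The IFN Stimulated Genes score differed by 0.48 (SE 0.24, adjusted p = 0.21), the MHC class II score by 0.39 (SE 0.27, adjusted p = 0.28), the CD8 T cell score by 0.58 (SE 0.3, adjusted p = 0.21) and the IG Chain Cell score by 0.34 (SE 0.26, adjusted p = 0.33). With limma 0 of 35 signatures passed, 5 had an unadjusted p under 0.05, and fry called 2, camera with its preset correlation 11, and the methods' test 10. With the pairs as replicate block, the Myeloid Cell score was higher by 0.89 (adjusted p = 0.015), the M1 Macrophage score by 0.56 (adjusted p = 0.043) and the Monocyte-Macrophage score by 0.59 (adjusted p = 0.043). Of 14 kidney macrophage genes 5 were higher, and 9 when adjusted over the list alone, with *Cd14*, the endotoxin receptor, at 1.01 (SE 0.31, adjusted p = 0.074). The macrophage markers *Mpeg1* and *Lyz2* were at 1.95 (SE 0.71, adjusted p = 0.12) and 1.31 (SE 0.55, adjusted p = 0.18). For the macrophage list camera gave adjusted p = 1.0e-05, adjusted p = 0.61 with an estimated correlation, and adjusted p = 4.0e-09 with the replicate block. The T cell receptor gene *Cd3d* was at -0.19 (SE 0.21, adjusted p = 0.62), and the type I interferon list had 2 of 15 genes higher and 2 lower. Without AGN mouse 4, 6 signatures passed in place of 0.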

Even though male mice were selected because they had evident immune complex deposition, male AGN mice, in contrast to the females, were not enriched for gene signatures indicative of a robust adaptive immune response or increased inflammation in the kidneys (**Figure 3A**). Instead, males exhibited enrichment for signatures of mRNA splicing and transcription factors and de-enrichment of metabolic pathways, including glycolysis, oxidative phosphorylation, and fatty acid oxidation. In addition, there was no difference in expression of kidney tissue signatures in male AGN mice as compared to normal controls (**Figure 3B**).

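Respiratory chain genes were lower in male AGN glomeruli. The Oxidative Phosphorylation score differed by -0.72 (SE 0.26, adjusted p = 0.21), the Glycolysis score by -0.46 (SE 0.25, adjusted p = 0.21) and the Fatty Acid Oxidation score by -0.43 (SE 0.25, adjusted p = 0.23), 6 mice against 3, with exact two-sided permutation p = 0.048, 0.11 and 0.14. The mRNA Splicing score differed by 0.59 (SE 0.23, adjusted p = 0.21) and the Transcription Factors score by 0.35 (SE 0.21, adjusted p = 0.23), with exact p = 0.036 and 0.012, the latter the smallest these groups can give. With the replicate block, oxidative phosphorylation was lower by -0.87 (adjusted p = 0.015) and fatty acid oxidation by -0.5 (adjusted p = 0.047). With a score of tubule genes as a covariate, added after the data were seen, oxidative phosphorylation kept 65.7 percent of its difference, glycolysis 59.5 percent and fatty acid oxidation 37.4 percent. Of 89 oxidative phosphorylation genes 47 were lower and 0 higher, among them *Ndufa3*, of complex I, which fell by 1.39 (SE 0.24, adjusted p = 0.0084), and *Cox8a*, of complex IV, which fell by 1.11 (SE 0.18, adjusted p = 0.0068). Of 43 fatty acid oxidation genes 12 were lower, with the beta-oxidation enzyme *Hadha* at -1.01 (SE 0.28, adjusted p = 0.053), and of 11 glycolysis genes 2 were lower, including *Aldoa*, an aldolase gene, which fell by 0.54 (SE 0.14, adjusted p = 0.039). Of 100 transcription factor genes 13 were higher and 7 lower, and of 7 splicing genes 1 was higher, the RNA-binding *Mbnl3*, by 1.3 (SE 0.32, adjusted p = 0.035). For oxidative phosphorylation camera gave adjusted p = 4.5e-11, adjusted p = 0.61 with an estimated correlation and adjusted p = 4.5e-11 with the replicate block.

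**Figure D4:**
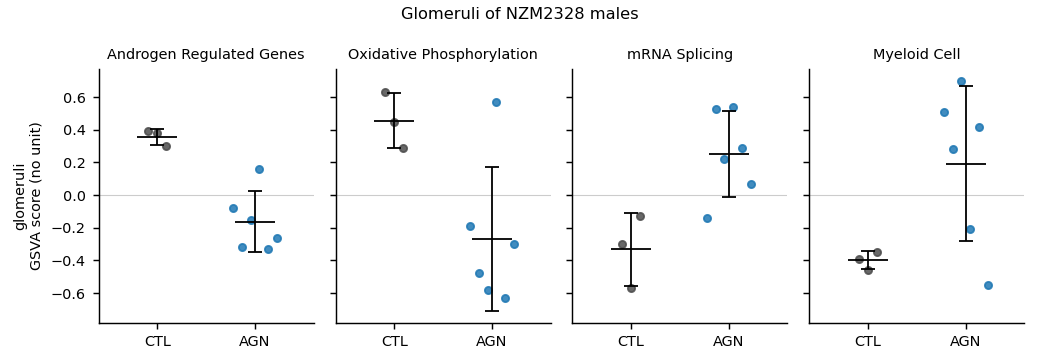
GSVA scores of 4 signatures in glomeruli of male NZM2328 mice. Each point is a mouse, the bar is the mean and the error bars are 1 SD.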

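Kidney cell scores of male AGN glomeruli did not pass in the fit of disease alone. The Podocyte score moved from a mean of 0.48 (SD 0.37) to -0.24 (SD 0.5), a difference of -0.72 (SE 0.28, adjusted p = 0.21), 6 mice against 3, with exact two-sided permutation p = 0.06. The Kidney Distal Tubule score differed by -0.55 (SE 0.29, adjusted p = 0.21), the Kidney Proximal Tubule score by -0.24 (SE 0.3, adjusted p = 0.56) and the Kidney Cell score by -0.27 (SE 0.27, adjusted p = 0.48). With the replicate block, the Podocyte score was lower by -0.86 (adjusted p = 0.041) and the Kidney Distal Tubule score by -0.68 (adjusted p = 0.041). With a score of tubule genes as a covariate, added after the data were seen, the Podocyte score differed by -1.02 (SE 0.23, adjusted p = 0.019). The podocyte genes *Nphs1*, *Wt1* and *Synpo* were at -0.62 (SE 0.28, adjusted p = 0.2), -0.69 (SE 0.36, adjusted p = 0.28) and -0.47 (SE 0.25, adjusted p = 0.29), and all 4 genes of the signature were lower when adjusted over the list alone. *Nphs1* codes for nephrin of the slit diaphragm and *Synpo* for an actin organizer of foot processes. Of 15 proximal tubule transporters and enzymes 2 were lower, among them *Kap*, which fell by 1.72 (SE 0.54, adjusted p = 0.082). For the proximal list camera gave adjusted p = 0.07, adjusted p = 0.76 with an estimated correlation and adjusted p = 5.7e-06 with the replicate block.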

**Figure 3:**
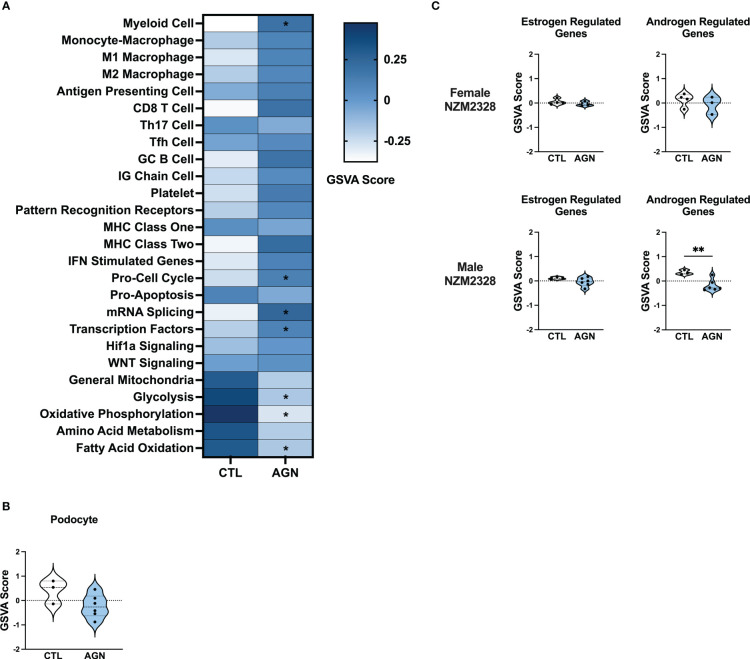
Male NZM2328 mice lack inflammatory signature enrichment associated with progression to chronic GN. **(A)** Heatmap of GSVA scores for enrichment of immune cell and pathway gene signatures in glomeruli of male CTL and AGN mice. Asterisks indicate significant comparisons with CTL mice. **(B)** GSVA enrichment of podocytes in cohorts shown in **(A)**. **(C)** GSVA enrichment of signatures for estrogen-regulated and androgen-regulated genes in glomeruli of female and male AGN mice. *p<0.05, **p<0.01.

To assess the role of sex hormones in renal disease in NZM2328 mice, we developed signatures of estrogen- and androgen-regulated genes and compared their enrichment in female and male mice with AGN as compared to normal controls (**Figure 3C**). Female AGN mice exhibited no differences in enrichment of hormone-regulated gene signatures. However, in males, androgen-regulated genes were decreased in AGN mice. Furthermore, most androgen-regulated genes de-enriched in male mice were related to mitochondrial function and metabolic pathways, including *Akap1, Cox6b1, Iapp, Mrps6, Mybbp1a, Ndufa1, Phkg2, Prelid1, Sord*, and *Tmem86a.* This result suggested that decreased expression of male hormone response genes in AGN mice may contribute to resistance to disease progression by regulating metabolism and dampening inflammation.

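Androgen-regulated genes scored higher in female AGN glomeruli. The score moved from a mean of -0.35 (SD 0.13) to 0.3 (SD 0.22), a difference of 0.65 (SE 0.17, adjusted p = 0.019), 3 mice against 3. None of its 12 tested genes passed by limma, with 0 also when adjusted over the list alone, and fry gave adjusted p = 0.039 for the list. *Phkg2*, a kinase gene of glycogen breakdown, was at 0.22 (SE 0.09, adjusted p = 0.31), and *Nup37*, of the nuclear pore, at 0.23 (SE 0.1, adjusted p = 0.35). The estrogen-regulated score differed by 0.01 (SE 0.19, adjusted p = 0.95), and of 49 genes 2 were higher and 2 lower. In the TI the androgen-regulated score differed by -0.22 (SE 0.21, adjusted p = 0.51) and the estrogen-regulated score by 0.07 (SE 0.14, adjusted p = 0.76). At later stages the glomerular androgen-regulated score was higher by 0.46 (SE 0.21, adjusted p = 0.044) at TGN and 0.5 (SE 0.2, adjusted p = 0.039) at CGN. With a score of tubule genes as a covariate, added after the data were seen, neither later stage passed, at 0.48 (SE 0.25, adjusted p = 0.12) and 0.53 (SE 0.29, adjusted p = 0.22). The AGN call was lost with all 4 groups in the scoring and the fit, at 0.6 (adjusted p = 0.074), with z-scores, with filtered probes only and without CTL 1, CTL 2, CTL 3 or AGN 1.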

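In male glomeruli the androgen-regulated score moved from a mean of 0.36 (SD 0.05) to -0.16 (SD 0.19), a difference of -0.52 (SE 0.22, adjusted p = 0.21), 6 mice against 3. Each AGN mouse scored below each CTL mouse, with exact two-sided permutation p = 0.012, the smallest that these groups can give. With the replicate block it was lower by -0.54 (adjusted p = 0.043). Of 14 tested genes 4 were lower and 0 higher, and 5 were lower when adjusted over the list alone. The list had camera adjusted p = 0.16, and adjusted p = 0.61 with an estimated correlation. The estrogen-regulated score differed by -0.1 (SE 0.22, adjusted p = 0.73), with 6 of 48 genes lower and 1 higher, among them *Nudt19*, a CoA hydrolase gene of peroxisomes, which fell by 1.3 (SE 0.36, adjusted p = 0.052).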

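Some androgen-regulated genes fell in male AGN glomeruli. The lysoplasmalogenase gene *Tmem86a* fell by 0.94 (SE 0.28, adjusted p = 0.066), *Phkg2*, a kinase gene of glycogen breakdown, fell by 0.74 (SE 0.19, adjusted p = 0.041), *Cox6b1*, of respiratory complex IV, fell by 0.71 (SE 0.23, adjusted p = 0.088), and *Mrps6*, of the mitochondrial ribosome, fell by 0.6 (SE 0.18, adjusted p = 0.071), 6 mice against 3. *Akap1*, an anchor of kinases at mitochondria, was at -0.45 (SE 0.25, adjusted p = 0.3) and *Ndufa1*, of complex I, at -0.42 (SE 0.19, adjusted p = 0.21). The lipid carrier gene *Prelid1* was at -0.07 (SE 0.21, adjusted p = 0.87) and the repressor gene *Mybbp1a* at 0.09 (SE 0.14, adjusted p = 0.72). The hormone gene *Iapp* and the polyol enzyme gene *Sord* were not tested, since no single-gene probe of theirs passed the intensity filter. Without the mitochondrial members, 10 genes in place of 15, the score differed by -0.34 (SE 0.23, adjusted p = 0.28), with exact two-sided permutation p = 0.071. The paper proposes from this list that fewer male hormone responses regulate metabolism and dampen inflammation in AGN males, and so contribute to resistance.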

### Inflammatory gene signatures in glomeruli of R27 mice differ from those in NZM2328 mice

We next examined the R27 congenic mouse strain as female R27 mice develop AGN with similar kidney pathology to NZM2328 mice, but do not progress further to severe proteinuria and ESRD. 

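*Htr1b*, a serotonin receptor gene, was higher in AGN glomeruli by log2 1.79 (SE 0.13, adjusted p = 6.0e-04), and the vascular peptide gene *Apln* by 2.69 (SE 0.5, adjusted p = 0.098), 5 mice against 4. In the TI *Cyp2d12*, a cytochrome P450 gene, was higher by 2.09 (SE 0.16, adjusted p = 0.0013), and *Dcn*, the matrix gene for decorin, fell by 1.09 (SE 0.22, adjusted p = 0.029). Of 22483 probes in glomeruli 301 were higher and 126 lower, and of 22379 in the TI 2812 were higher and 1813 lower.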

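The same array, filter, thresholds and scores as for the NZM2328 females were used, with 5 AGN mice aged 12 months and 4 CTL mice aged 8-9 weeks per tissue, so age and disease could not be separated. In data simulated for the R27 glomeruli, 200 probes were changed. Of changes of log2 1, 95 percent were recovered, and of those of log2 2, 98 percent. Probes were simulated independently of each other, so this does not show how differences shared by many probes of a mouse affect the calls. The glomerular count of 427 moved with single mice, to 3091 without CTL mouse 1, 8 without CTL mouse 2, 73 without CTL mouse 3, 76, 14, 57 and 1924 without AGN mice 2, 3, 4 and 5. Mean log2 of proximal tubule genes ranged from 6.36 to 9.16 among its CTL mice.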

We compared gene expression profiles from glomeruli and TI of normal, CTL R27 mice (8-9 weeks) and R27 mice with AGN (12 months). R27 mice were selected for the presence of proteinuria and glomerular deposits of immunoglobulin detected by immunofluorescence. 

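Antigen presentation and macrophage genes were higher in R27 AGN glomeruli, 5 mice against 4. *H2-Ab1*, an MHC class II chain, was higher by log2 0.98 (SE 0.18, adjusted p = 0.098), *H2-K1*, a class I chain, by 0.62 (SE 0.11, adjusted p = 0.095), and *Cxcl13* by 1.63 (SE 0.33, adjusted p = 0.11). The macrophage survival receptor *Csf1r* was higher by 0.76 (SE 0.18, adjusted p = 0.16). Of 12 antigen presenting cell genes 2 were higher, of 28 monocyte-macrophage genes 4, of 21 MHC class I genes 3 and of 8 MHC class II genes 2, and 9, 15, 11 and 6 were higher when adjusted over each list alone. Of 36 Myeloid Cell genes 19 were higher on that reckoning, with the oxidase gene *Cybb* at 1.3 (SE 0.43, adjusted p = 0.25). For these lists camera gave adjusted p = 2.2e-06, 1.1e-07, 4.9e-05, 1.6e-05 and 5.5e-07, and adjusted p = 0.53 for the Myeloid Cell list and 0.47 for the others with an estimated correlation. In NZM2328 AGN glomeruli 8 of 12 antigen presenting cell genes were higher, with *H2-Aa*, a class II chain, at 1.04 (SE 0.14, adjusted p = 0.0095).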

Examination of differentially expressed genes (DEGs) from glomeruli of NZM2328 and R27 mice relative to their respective CTLs (**Supplementary Table 3**, **Supplementary Figure 1A**) revealed significant overlaps with increased expression of APC, myeloid cell, Mϕ, and MHC signatures. In contrast, DEGs from NZM2328 but not R27 AGN mice showed overexpression of PRRs and IFN stimulated genes, suggesting a more severe inflammatory environment.

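Receptor and interferon genes stayed near CTL in R27 AGN glomeruli. Of 24 pattern recognition receptor genes 2 were higher when adjusted over the list alone, with a median log2 difference of 0.08, 5 mice against 4, and a median of 0.35 in NZM2328. The endosomal chaperone gene *Unc93b1* was at 0.56 (SE 0.15, adjusted p = 0.2). Of 13 interferon genes 1 was higher, *Ifi207*, by 0.89 (SE 0.23, adjusted p = 0.19), and the antiviral genes *Isg15* and *Eif2ak2* were at -0.24 (SE 0.11, adjusted p = 0.41) and -0.33 (SE 0.13, adjusted p = 0.31). The median of 15 type I interferon response genes was 0.01. Tested directly, the NZM2328 change in the Pattern Recognition Receptors score exceeded the R27 change by 0.32 (SE 0.31, adjusted p = 0.92), and that of the IFN Stimulated Genes score by 0.54 (SE 0.33, adjusted p = 0.5). By limma 0 of 35 signatures differed between strains in glomeruli, and 4 had an unadjusted p under 0.05. By the ages that the paper gives for each group, the R27 AGN mice were older than the NZM2328 AGN mice. Strain and age could thus not be separated in these tests.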

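Antigen presenting cell and MHC scores were higher in R27 AGN glomeruli. The Antigen Presenting Cell score was higher by 0.81 (SE 0.24, adjusted p = 0.042), the MHC class II score by 0.86 (SE 0.23, adjusted p = 0.042), the MHC class I score by 0.68 (SE 0.21, adjusted p = 0.042) and the Monocyte-Macrophage score by 0.66 (SE 0.22, adjusted p = 0.048), 5 mice against 4. The Platelet score was higher by 0.71 (SE 0.23, adjusted p = 0.042) and the mRNA Splicing score by 0.63 (SE 0.2, adjusted p = 0.042). The IG Chain Cell score did not pass, at 0.46 (SE 0.21, adjusted p = 0.14), with exact two-sided permutation p = 0.032. Of 50 immunoglobulin genes 3 were higher, including the variable segment *Ighv1-5* by 0.93 (SE 0.16, adjusted p = 0.095), and 15 when adjusted over the list alone, with *Jchain*, the joining chain, at 0.76 (SE 0.2, adjusted p = 0.2). *H2-DMb2*, which helps to load peptides on class II molecules, was at 0.57 (SE 0.17, adjusted p = 0.22). Without CTL mouse 2, 3 or 4, or AGN mouse 2 or 4, 0 signatures passed by limma in place of 6, and 11 of 35 had an unadjusted p under 0.05 with all mice in; without AGN mouse 3 or 5, 3 passed. With GSVA on filtered probes alone, z-scores or fry the count was 0.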

GSVA analysis of R27 AGN glomeruli (**Figures 4A, C**) demonstrated enrichment of gene signatures indicative of inflammation, including APCs, IG Chains, Mϕs, and MHC class I and II (**Figure 4A**). 

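Neither macrophage subset passed in R27 AGN glomeruli. The M2 Macrophage score moved from a mean of -0.18 (SD 0.18) to 0.19 (SD 0.23), a difference of 0.37 (SE 0.21, adjusted p = 0.24), with exact two-sided permutation p = 0.04, 5 mice against 4. The M1 Macrophage score differed by 0.33 (SE 0.22, adjusted p = 0.37), with exact p = 0.17. Of 32 M2 Macrophage genes 1 was higher and 1 lower, and 9 higher and 3 lower when adjusted over the list alone. Of 38 M1 Macrophage genes 4 were higher, and 11 higher and 3 lower over the list alone. *Actn1*, an actin crosslinker of the M2 list, was higher by 0.46 (SE 0.1, adjusted p = 0.13), and *P2ry1*, an ADP receptor of that list, fell by 0.85 (SE 0.15, adjusted p = 0.095). The ferroxidase gene *Cp*, of the M1 list, was higher by 1.39 (SE 0.25, adjusted p = 0.095). The M2 list had camera adjusted p = 0.072 and the M1 list 0.043, and with an estimated correlation adjusted p = 0.53 and 0.62. The change in NZM2328 exceeded that in R27 by 0.49 (SE 0.27, adjusted p = 0.5) for M1 and by 0.04 (SE 0.27, adjusted p = 0.98) for M2.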

Notably, analysis of Mϕ subsets revealed enrichment of anti-inflammatory M2, but not pro-inflammatory M1 Mϕs in R27 mice. 

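Interferon, receptor and hypoxia scores did not pass in R27 AGN glomeruli. The IFN Stimulated Genes score differed from CTL by 0.2 (SE 0.26, adjusted p = 0.64), the Pattern Recognition Receptors score by 0.31 (SE 0.25, adjusted p = 0.38) and the Hif1a Signaling Pathway score by 0.11 (SE 0.25, adjusted p = 0.69), 5 mice against 4. Exact two-sided permutation p was 0.55, 0.29 and 0.67. The inhibitor *Nfkbiz*, induced by Toll-like receptors, was higher by 0.48 (SE 0.13, adjusted p = 0.2), and the nucleic acid sensor *Zbp1* was at 0.23 (SE 0.1, adjusted p = 0.38). The NZM2328 change in the Hif1a score exceeded that of R27 by 0.31 (SE 0.34, adjusted p = 0.92).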

No enrichment of IFN stimulated genes, PRRs, or Hif1a signaling between R27 control and AGN mice was detected. Moreover, no evidence of change in kidney cell-specific gene signatures was found in R27 AGN (**Figure 4B**).

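Podocyte genes were not lower in R27 AGN glomeruli. The Podocyte score moved from a mean of -0.35 (SD 0.37) to 0.26 (SD 0.63), a difference of 0.6 (SE 0.29, adjusted p = 0.15), 5 mice against 4, with exact two-sided permutation p = 0.13. *Nphs1*, the nephrin gene, was at 0.28 (SE 0.15, adjusted p = 0.47), the transcription factor *Wt1* at 0.25 (SE 0.23, adjusted p = 0.69) and *Podxl*, of the foot process coat, at 0.24 (SE 0.14, adjusted p = 0.5). Of 12 textbook podocyte genes 1 was higher when adjusted over the list alone. The podocyte change in NZM2328 differed from that in R27 by -1.26 (SE 0.45, adjusted p = 0.14) and did not pass. Of 7 mesangial and smooth muscle genes 2 were higher, among them the light chain *Myl9* by 0.59 (SE 0.13, adjusted p = 0.13), and of 10 glomerular endothelial genes 1 was higher and 1 lower. The median log2 difference of 79 Kidney Cell genes was -0.2.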

**Figure 4:**
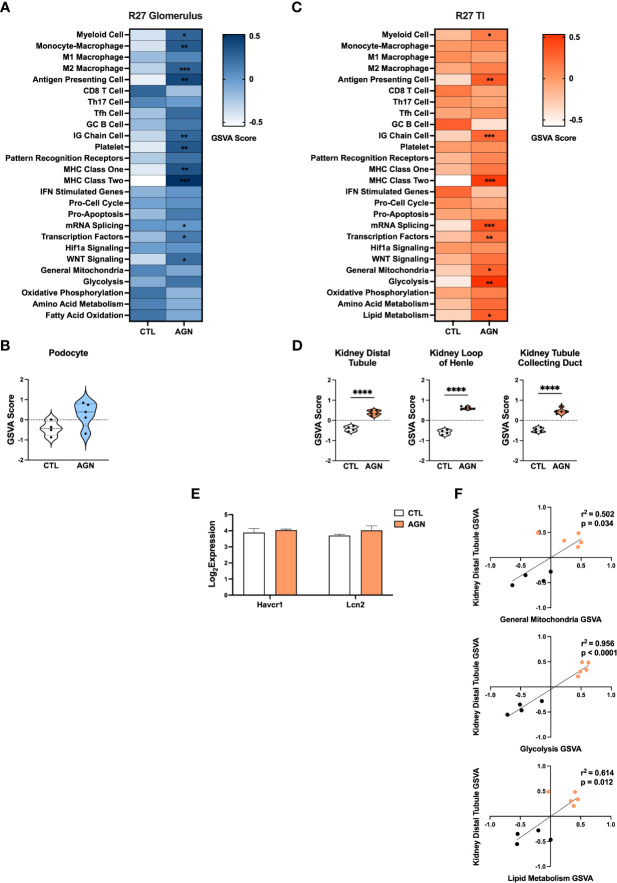
Molecular profiles of R27 mice differ from NZM2328 mice and indicate resistance to kidney tubule damage. **(A)** Heatmap of GSVA scores for enrichment of immune cell and pathway gene signatures in the glomeruli of R27 CTL and AGN mice. Asterisks indicate significant comparisons with CTL mice. **(B)** GSVA enrichment of podocytes in cohorts shown in A. **(C)** Heatmap of GSVA scores in the TI of cohorts shown in A. **(D)** GSVA enrichment of kidney tissue cell signatures in cohorts shown in C. **(E)** Log2 expression values of kidney tubule damage-associated genes for cohorts from C. **(F)** Linear regression between GSVA scores of kidney tubule cell and metabolic pathway gene signatures. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### NZM2328.R27 mice exhibit resistance to kidney tubule damage

Next we compared DEGs expressed in the TI of R27 AGN mice relative to NZM2328 mice with AGN (**Supplementary Table 3**, **Supplementary Figure 1B**). 

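Some macrophage genes were higher in each tissue of NZM2328 AGN mice. *Ctss*, a lysosomal protease of antigen presenting cells, was higher in glomeruli by 2.2 (SE 0.14, adjusted p = 5.2e-04), and *Cybb* in the TI by 0.77 (SE 0.1, adjusted p = 0.04), 3 mice against 3 in each tissue. Of 41 Myeloid Cell genes 28 were higher in glomeruli, and of 32 tested in the TI 5 were higher. *Ms4a7*, a membrane gene of macrophages, was higher in the TI by 0.77 (SE 0.11, adjusted p = 0.061), and the chemokine *Ccl8* by 0.62 (SE 0.1, adjusted p = 0.061). Of 12 antigen presenting cell genes 5 were higher in the TI, with *H2-Eb1*, a class II chain, at 0.55 (SE 0.08, adjusted p = 0.061). Tested together, limma found 0 of 35 signatures whose AGN change differed between the tissues, and 1 had an unadjusted p under 0.05.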

DEGs from the TI of NZM2328 AGN mice were indicative of APCs, myeloid cells, Mϕs, and MHC class II, indicating the presence of some immune infiltrates but not to the same extent as the inflammation in the glomeruli at this early point in disease. In contrast, DEGs from R27 AGN mice were only indicative of APC and MHC class II and were not associated with other inflammatory signatures.

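Some MHC class II genes were higher in the TI of R27 AGN mice. *H2-Ab1* was higher by log2 0.4 (SE 0.11, adjusted p = 0.058) and *H2-Eb1* by 0.51 (SE 0.11, adjusted p = 0.037), 5 mice against 4; both code for presenting chains. Of 9 MHC class II genes 4 were higher, of 12 antigen presenting cell genes 4, and of 26 Myeloid Cell genes 5, among them the Fc receptor *Fcgr1* by 0.29 (SE 0.09, adjusted p = 0.078). Of 30 M1 Macrophage genes 4 were higher and 3 lower, and of 25 monocyte-macrophage genes 2 higher and 3 lower. The complement gene *C4b* was higher by 1.16 (SE 0.23, adjusted p = 0.026). Of 12 type I interferon response genes 4 were lower and 0 higher, including the interferon regulator *Irf7*, which fell by 0.24 (SE 0.06, adjusted p = 0.064). Of 14 matrix and fibrosis genes 4 were lower, among them *Sparc*, a matrix organizer, which fell by 0.37 (SE 0.1, adjusted p = 0.064). For the antigen presenting cell and interferon lists camera gave adjusted p = 0.025 and 0.015, and adjusted p = 0.64 and 0.52 with an estimated correlation.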

Similarly, GSVA of the TI of R27 AGN mice confirmed the enrichment of APCs, IG chains, and myeloid cell signatures, but not Mϕs, denoting a less extensive infiltration of immune/inflammatory cells in the R27 mice. (**Figure 4C**). 

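Antigen presenting cell and immunoglobulin scores were higher in the TI of R27 AGN mice. The MHC class II score was higher by 0.62 (SE 0.19, adjusted p = 0.026), the Antigen Presenting Cell score by 0.56 (SE 0.19, adjusted p = 0.044) and the IG Chain Cell score by 0.41 (SE 0.14, adjusted p = 0.044), 5 mice against 4. The Myeloid Cell score did not pass, at 0.22 (SE 0.14, adjusted p = 0.25), nor did the Monocyte-Macrophage score, at -0.06 (SE 0.17, adjusted p = 0.77), or the M1 Macrophage score, at -0.26 (SE 0.14, adjusted p = 0.16). Of 44 immunoglobulin genes 7 were higher, with *Jchain*, which joins IgA and IgM, at 0.55 (SE 0.14, adjusted p = 0.049), and the mucosal transporter gene *Pigr* was higher by 1.07 (SE 0.2, adjusted p = 0.023). The GC B Cell score fell by 0.56 (SE 0.16, adjusted p = 0.026). The NZM2328 change exceeded that of R27 by 0.53 (SE 0.21, adjusted p = 0.093) for the Myeloid Cell score, 0.59 (SE 0.21, adjusted p = 0.076) for M1 and 0.65 (SE 0.23, adjusted p = 0.076) for the Monocyte-Macrophage score. By limma 0 of 35 signatures differed between strains in the TI, 14 had an unadjusted p under 0.05, and with z-scores 6 passed. Among single probes 1405 differed, 537 with the higher signed change in NZM2328 and 868 with the lower. The R27 AGN mice were older by the paper's ages for each group, so strain and age could not be separated here. Without CTL mouse 1, 3 or 4, the count of 11 R27 signatures was 4, 2 or 6, and without AGN mouse 1 or 5 it was 7.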

Previous studies using the R27 strain found evidence that resistance to end organ damage might contribute to their decreased development of CGN (13). In support of this, we found that kidney tubule cell signatures were significantly increased in R27 AGN mice (**Figure 4D**), whereas the kidney damage-associated genes, *Havcr1* and *Lcn2*, were unchanged (**Figure 4E**). 

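Collecting duct and distal tubule genes were higher in the TI of R27 AGN mice. The Kidney Tubule Collecting Duct score was higher by 0.88 (SE 0.13, adjusted p = 2.8e-04) and the Kidney Distal Tubule score by 0.72 (SE 0.14, adjusted p = 0.0027), 5 mice against 4, while the Kidney Proximal Tubule score was at 0.37 (SE 0.22, adjusted p = 0.23). Of 14 collecting duct genes 9 were higher, among them the transcription factor *Tfcp2l1* by 0.48 (SE 0.08, adjusted p = 0.019). Of 15 distal tubule genes 6 were higher and 1 lower, with *Slc12a3*, the salt cotransporter of the distal convoluted tubule, at 0.77 (SE 0.09, adjusted p = 0.0088). The kininogen gene *Kng1*, the 1 measured gene of the Loop of Henle signature, was higher by 0.33 (SE 0.07, adjusted p = 0.038), as was *Umod*, of the thick ascending limb, by 0.38 (SE 0.09, adjusted p = 0.044). For the collecting duct and distal lists camera gave adjusted p = 0.0027 and 0.011, and adjusted p = 0.22 and 0.22 with an estimated correlation. *Havcr1* was at 0.33 (SE 0.19, adjusted p = 0.34) and *Lcn2* at 0.26 (SE 0.12, adjusted p = 0.23), neither past the threshold. With single mice left out they ran from 0.09 to 0.48 and from 0.15 to 0.31. *Havcr1* passed without CTL mouse 2, and *Lcn2* passed with median centring or quantile normalization. Of 10 tubule injury genes 3 were higher, and 7 higher and 1 lower when adjusted over the list alone.

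**Figure D5:**
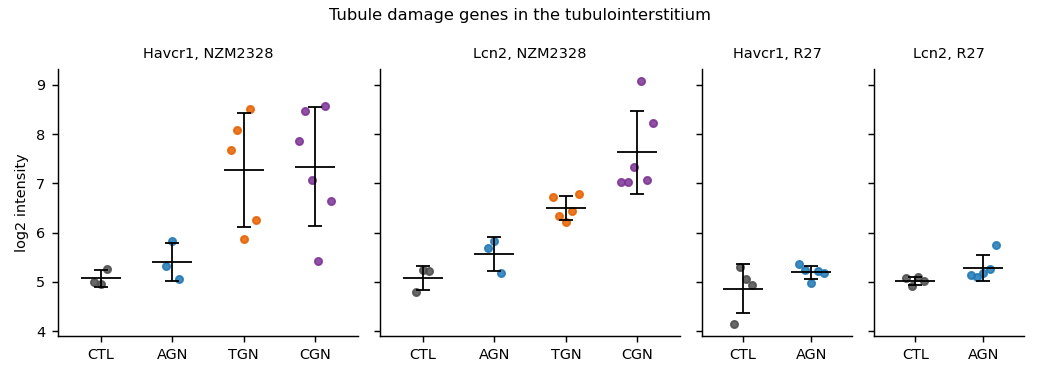
Log2 intensity of *Havcr1* and *Lcn2* in the TI of NZM2328 mice at 4 stages and of R27 mice. Each point is a mouse, the bar is the mean and the error bars are 1 SD.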

We also found that gene signatures related to mitochondria, glycolysis, and lipid metabolism were increased (**Figure 4C**) and were significantly correlated with the kidney tubule cell gene signature (**Figure 4F**), suggesting that robust mitochondrial function may contribute to the kidney tubule cell enrichment observed in R27 AGN mice.

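Glycolysis, lipid and general mitochondrial scores were higher in the TI of R27 AGN mice, and oxidative phosphorylation and fatty acid oxidation scores did not pass. The Glycolysis score was higher by 0.65 (SE 0.15, adjusted p = 0.0073), the Lipid Metabolism score by 0.6 (SE 0.15, adjusted p = 0.012) and the General Mitochondria score by 0.51 (SE 0.18, adjusted p = 0.044), 5 mice against 4. The Oxidative Phosphorylation score was at 0.17 (SE 0.24, adjusted p = 0.64) and the Fatty Acid Oxidation score at 0.27 (SE 0.19, adjusted p = 0.28). Of 11 glycolysis genes 6 were higher, with *Pkm*, of the last step, at 0.39 (SE 0.08, adjusted p = 0.027); of 22 lipid genes 8, with the lipase *Pnpla2* at 0.75 (SE 0.14, adjusted p = 0.024); and of 72 mitochondrial genes 20 were higher and 1 lower, with *Efhd1*, a calcium sensor, at 0.6 (SE 0.1, adjusted p = 0.019). Of 17 TCA cycle genes 9 were higher and 1 lower, including the citrate synthase gene *Cs* by 0.46 (SE 0.12, adjusted p = 0.054), while 3 of 5 mitochondrially encoded genes were lower. For the glycolysis, lipid and mitochondrial lists camera gave adjusted p = 0.02, 0.01 and 0.0018, and adjusted p = 0.22, 0.3 and 0.58 with an estimated correlation. Distal tubule scores ran from -0.56 to -0.19 in CTL and from 0.21 to 0.51 in AGN, glycolysis scores from -0.56 to 0.00 and from 0.26 to 0.44, and General Mitochondria scores, which overlap, from -0.62 to 0.01 and from -0.15 to 0.44. Since the groups lie apart on the distal score, a correlation over all 9 mice restates in part the difference between groups, and none was tested. The paper proposes, from the rise of metabolic signatures and their correlation with the tubule signature, that robust mitochondrial function may add to the higher tubule scores of R27 AGN mice.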

### Kidney cell signatures enriched in NZM2328.R27 mice correlate with expression of chronic GN risk locus genes

The risk for progression to CGN in NZM2328 mice was associated with a 1.34 Mb region of chromosome 1 (*Cgnz1*) containing 45 genes (13). We analyzed differential expression of these CGN susceptibility genes in glomeruli and TI of female NZM2328 AGN/TGN/CGN, and R27 AGN mice as compared to normal controls to determine their contribution to renal disease progression (**Figure 5**). 

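*Fcgr4*, an activating Fc receptor gene, was higher in NZM2328 AGN glomeruli by log2 2.81 (SE 0.2, adjusted p = 7.1e-04), 3 mice against 3, and *Cd48*, a ligand on leukocytes, by 2.29 (SE 0.29, adjusted p = 0.0068). The 45 genes are not listed in the text, so the genes the study names were used, 15 with a position and 14 measured, which span 1.12 Mb of chromosome 1 with 40 protein-coding genes. In NZM2328 glomeruli 8 of 12 tested named genes were higher at AGN, 8 at TGN and 7 at CGN. Of the other protein-coding genes in the span 18 were tested, with 1 higher at AGN, 2 higher and 2 lower at TGN, and 2 higher and 1 lower at CGN. *Arhgap30*, a regulator of small GTPases in leukocytes, was the 1 higher at AGN, by 0.86 (SE 0.15, adjusted p = 0.023). The study named its genes from these samples, so their share past the threshold is not independent evidence for the locus.

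**Figure D6:**
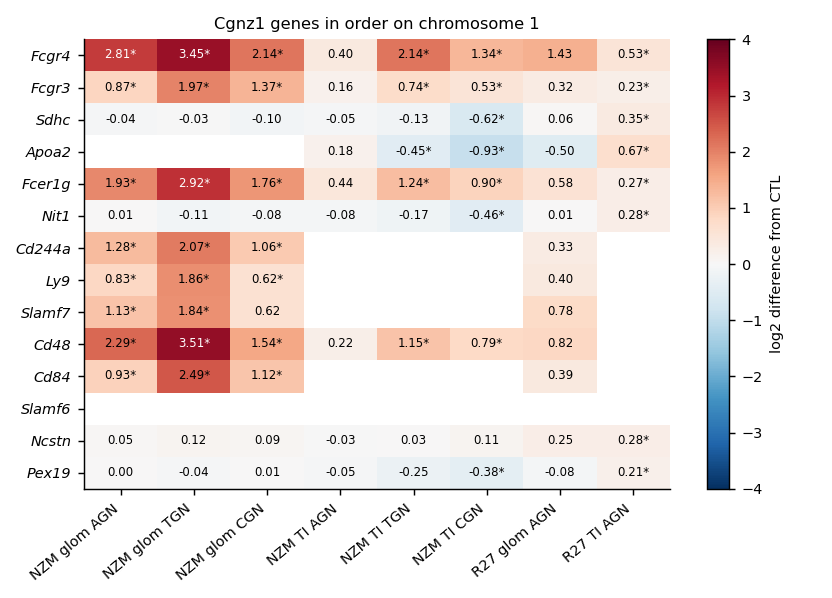
Log2 difference from CTL of 14 measured *Cgnz1* genes in 8 comparisons, in chromosome order. An asterisk marks an adjusted p under 0.2, and blank cells are genes below the intensity filter.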

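Fc receptor and SLAM family genes rose in NZM2328 AGN glomeruli. *Fcer1g*, the shared signaling chain of Fc receptors, was higher by 1.93 (SE 0.21, adjusted p = 0.0035), and *Fcgr3*, an activating receptor, by 0.87 (SE 0.12, adjusted p = 0.0088), 3 mice against 3. *Cd244a*, a SLAM receptor of natural killer cells, was higher by 1.28 (SE 0.11, adjusted p = 0.0013) and *Slamf7* by 1.13 (SE 0.1, adjusted p = 0.0013). In R27 glomeruli *Fcgr4* was at 1.43 (SE 0.45, adjusted p = 0.24), *Slamf7* at 0.78 (SE 0.23, adjusted p = 0.23) and *Fcer1g* at 0.58 (SE 0.34, adjusted p = 0.5), 5 mice against 4. By limma 0 of 13 named genes passed there, and 9 were higher and 1 lower when adjusted over the list alone. The R27 list had camera adjusted p = 0.0098, and adjusted p = 0.47 with an estimated correlation, against 1.1e-10 and 0.063 in NZM2328. Without CTL mouse 1 or AGN mouse 1 the R27 count was 4 or 2, without CTL mouse 4 or AGN mouse 5 it was 1, and array quality weights gave 5.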

In the glomerulus, we found that genes encoding receptors expressed on immune cells and associated with inflammation, including *Cd244, Fcer1g, Fcgr3, Fcgr4*, and *Slamf7*, were significantly increased in NZM2328 AGN, whereas none was overexpressed in R27 kidneys (**Figure 5A**; **Supplementary Figure 2**). Expression of these genes as well as additional immune-associated *Cgnz1* locus genes was further increased at the height of inflammatory cell and pathway gene signature enrichment at the TGN stage and either maintained or decreased at the CGN stage in glomeruli of NZM2328 mice.

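Receptor genes of the locus were higher at TGN, and most of them at CGN. *Fcgr4* was higher by 3.45 (SE 0.43, adjusted p = 4.4e-05) in 5 TGN mice and by 2.14 (SE 0.42, adjusted p = 0.0037) in 6 CGN mice, against 3 CTL. *Fcer1g* was at 2.92 (SE 0.33, adjusted p = 1.8e-05) and 1.76 (SE 0.32, adjusted p = 0.0021), and *Cd84*, a SLAM receptor of myeloid cells, at 2.49 (SE 0.26, adjusted p = 1.0e-05) and 1.12 (SE 0.26, adjusted p = 0.01). *Cd48* was at 3.51 (SE 0.51, adjusted p = 1.6e-04) at TGN and 1.54 (SE 0.5, adjusted p = 0.055) at CGN. *Ly9*, a SLAM receptor of lymphocytes, was at 1.86 (SE 0.29, adjusted p = 2.8e-04) at TGN and 0.62 (SE 0.28, adjusted p = 0.17) at CGN, and *Slamf7* did not pass at CGN, at 0.62 (SE 0.35, adjusted p = 0.28). In single genes the step from one stage to the next was not tested.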

**Figure 5:**
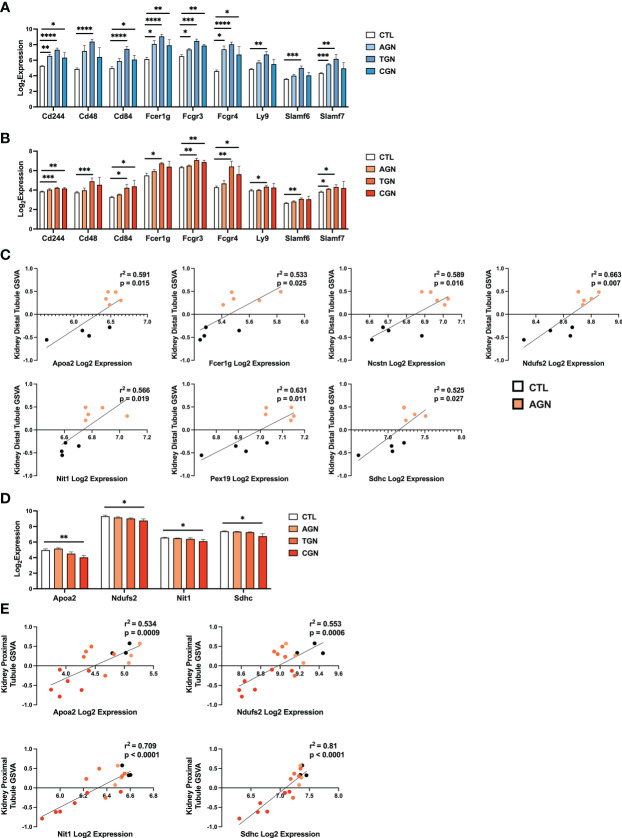
Expression of chronic risk locus genes is associated with disease severity and kidney tubule resistance in NZM2328 and R27 AGN mice. **(A, B)** Log_2_ expression values of immune receptor genes in the *Cgnz1* risk locus from glomeruli **(A)** and TI **(B)** of NZM2328 CTL, AGN, TGN, and CGN mice. **(C)** Linear regression between log_2_ expression of *Cgnz1* locus genes and GSVA scores of kidney tubule cells from the TI of R27 mice. All statistically significant correlations are shown. **(D)** Linear regression between log_2_ expression of *Cgnz1* locus genes from C and GSVA scores of kidney tubule cells from the TI of NZM2328 mice. All statistically significant correlations are shown. **(E)** Log_2_ expression values *Cgnz1* locus genes from C in the TI of NZM2328 CTL, AGN, TGN, and CGN mice. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

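Small rises of *Cgnz1* genes passed in the TI of R27 AGN mice. In R27, *Apoa2*, a lipoprotein gene, was higher by log2 0.67 (SE 0.15, adjusted p = 0.038), *Ncstn*, of the gamma-secretase complex, by 0.28 (SE 0.07, adjusted p = 0.05) and *Fcgr4* by 0.53 (SE 0.14, adjusted p = 0.057), 5 mice against 4. *Sdhc*, of respiratory complex II, was higher by 0.35 (SE 0.12, adjusted p = 0.11), and 8 of 8 tested named genes passed at 0.2 and 1 at 0.05. Of the other protein-coding genes in the span 3 of 19 tested were higher and 0 lower, and elsewhere on the array 21 percent passed. The study named several of its genes for their correlation with distal tubule scores in these same mice, so the share of named genes is not independent evidence. In NZM2328 AGN, *Fcer1g* was at 0.44 (SE 0.14, adjusted p = 0.32) and *Apoa2* at 0.18 (adjusted p = 0.6), 3 mice against 3, and limma called 0 of 9 named genes. The R27 list had camera adjusted p = 0.001, and adjusted p = 0.22 with an estimated correlation. Without AGN mouse 5 the R27 count was 4.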

In the TI, there were no significant differences in expression of *Cgnz1* locus genes in NZM2328 or R27 female AGN mice as compared to normal controls (**Supplementary Figure 3**). Furthermore, this result was consistent with the minimal inflammatory signature observed in AGN mice. However, at the TGN stage of NZM2328 mice, expression of immune-associated *Cgnz1* locus genes increased significantly over normal control mice, providing further evidence for the critical role of the CGN risk locus in progression to chronic disease (**Figure 5B**)

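*Apoa2*, *Ncstn*, *Sdhc* and the Kidney Distal Tubule score separated R27 AGN from CTL mice in the TI, while *Nit1*, *Pex19* and *Fcer1g* overlapped. *Apoa2* ran from 5.62 to 6.5 in 4 CTL and from 6.53 to 6.83 in 5 AGN mice, *Ncstn* from 6.84 to 7.09 and from 7.21 to 7.28, and *Sdhc* from 6.78 to 7.29 and from 7.32 to 7.73. *Nit1*, an amidase gene that repairs metabolites, ran from 6.60 to 6.86 and from 6.80 to 7.18, *Pex19*, needed to build peroxisomes, from 7.10 to 7.33 and from 7.26 to 7.46, and *Fcer1g* from 5.66 to 5.96 and from 5.90 to 6.17. Their differences from CTL were 0.28 (SE 0.1, adjusted p = 0.12) for *Nit1*, 0.21 (SE 0.08, adjusted p = 0.13) for *Pex19* and 0.27 (SE 0.09, adjusted p = 0.1) for *Fcer1g*. The distal scores of the groups do not overlap, so a correlation over all mice was not tested, nor was one inside the groups.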

To investigate the relationship between CGN risk locus gene expression and kidney tubule cell enrichment in R27 female AGN mice, we carried out linear regression analysis (**Figure 5C**), and found that log_2_ expression values for 7 of the 45 genes composing the *Cgnz1* locus (*Apoa2, Fcer1g, Ncstn, Ndufs2, Nit1, Pex19, Sdhc*) were significantly correlated with GSVA scores for kidney distal tubule cells and thus could play a role in promoting resistance to kidney damage. Notably, we found that the proteins encoded by these genes were involved in mitochondrial respiration (*Ndufs2, Sdhc*), metabolite processing (*Apoa2, Ncstn, Nit1, Pex19*) and immune signaling (*Fcer1g*). Furthermore, log_2_ expression values for 4 of these genes (*Apoa2, Ndufs2, Nit1*, and *Sdhc*) were significantly correlated with kidney tubule cell GSVA scores and significantly decreased in the TI of NZM2328 CGN mice as compared to normal controls (**Figures 5D, E**).

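*Apoa2*, *Nit1* and *Sdhc* fell in the TI of NZM2328 CGN mice and followed the Kidney Proximal Tubule score. *Apoa2* fell by 0.93 (SE 0.14, adjusted p = 5.6e-04), *Sdhc* fell by 0.62 (SE 0.13, adjusted p = 0.0048) and *Nit1* fell by 0.46 (SE 0.11, adjusted p = 0.011), 6 mice against 3. Over 17 mice *Sdhc* had r = 0.92 (two-sided permutation p = 1.0e-05, adjusted over 8 relations p = 8.0e-05) and a Spearman correlation of 0.87 (permutation p = 1.0e-05). *Nit1* had r = 0.86 (permutation p = 5.0e-05, adjusted p = 2.0e-04) and a Spearman correlation of 0.73 (permutation p = 0.0014), and *Apoa2* r = 0.69 (permutation p = 0.0022, adjusted p = 0.0036) and a Spearman correlation of 0.70 (permutation p = 0.0023). Without the 2 farthest mice r was 0.85 for *Sdhc* (permutation p = 2.2e-04), 0.72 for *Nit1* (permutation p = 0.0028) and 0.66 for *Apoa2* (permutation p = 0.0084). Over deviations from stage means *Sdhc* passed, with r = 0.74 (permutation p = 0.0046, adjusted p = 0.037), and neither *Nit1*, at 0.62 (permutation p = 0.041, adjusted p = 0.16), nor *Apoa2*, at 0.07 (permutation p = 0.84, adjusted p = 0.84), did. Within the 6 CGN mice r was 0.96 for *Nit1* (exact permutation p = 0.0014, adjusted p = 0.011), 0.94 for *Sdhc* (exact p = 0.0069, adjusted p = 0.028) and 0.25 for *Apoa2* (exact p = 0.61, adjusted p = 0.61).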

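*Pex19* also fell by 0.38 in CGN (SE 0.09, adjusted p = 0.011), and had r = 0.73 over 17 mice (permutation p = 8.3e-04, adjusted p = 0.0017) and a Spearman correlation of 0.79 (permutation p = 2.9e-04). Without the 2 farthest mice its r was 0.68 (permutation p = 0.0053). *Fcer1g* was higher in CGN by 0.9 (SE 0.24, adjusted p = 0.015) and had r = -0.18 (permutation p = 0.48, adjusted p = 0.48) and a Spearman correlation of -0.23 (permutation p = 0.37), with r = -0.50 without the 2 farthest mice (permutation p = 0.058). *Ncstn* had r = -0.33 (permutation p = 0.2, adjusted p = 0.27) and a Spearman correlation of -0.23 (permutation p = 0.37), with r = 0.13 without the 2 farthest mice (permutation p = 0.63). The paper proposes that genes of the locus correlated with distal tubule scores in R27 mice could help the tubules resist damage. It also reports that some of them were lower in NZM2328 CGN mice.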

To delve further into the functional pathways involving these kidney cell-associated genes, we identified upstream regulators (UPRs) using Ingenuity Pathway Analysis (IPA) (22) (**Supplementary Table 4**). Notable UPRs predicted to drive expression of the 7 *Cgnz1* genes correlated to kidney tubule cell enrichment included Rb1, Rictor, Wnt3a, Ctnnb1, and Hif1a and thus reflected the involvement of cell growth regulation, WNT signaling, and hypoxic stress response pathways in the kidneys of R27 AGN mice. These results suggest that the cellular functions associated with expression of some of the *Cgnz1* risk locus genes in R27 mice could contribute to robust mitochondrial function and promote resistance to kidney tissue damage in the context of acute nephritis.

### Gene co-expression network analysis identifies molecular profiles correlating with disease progression in NZM2328 mice

As an orthogonal approach to identify molecular patterns reflective of disease stage in NZM2328 mice in an unsupervised manner, we generated a network of co-expressed gene modules using multiscale embedded gene co-expression network analysis (MEGENA) (23) and correlated individual gene modules with mouse GN stages (**Figure 6**). MEGENA of gene expression results from NZM2328 mice generated 60 co-expressed gene modules for the glomerulus and 48 modules for the TI that were divided into three megaclusters and annotated based on gene overlap with curated gene signatures as well as gene ontology (GO) terms (**Supplementary Table 5**). Overall, the MEGENA-derived gene modules were representative of the major cell types and processes we had previously associated with GN using curated gene signatures, including inflammatory myeloid cells, kidney tissue cells, and metabolic processes. Furthermore, k-means clustering based on the MEGENA modules successfully separated mice into cohorts based on disease severity. 

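Most mice of late stages, though not all, parted from those of early stages when clustered on the TI modules. With 4 clusters of the 48 TI module scores, 2 CTL and 2 AGN mice formed one cluster, 1 CTL, 1 AGN and 1 TGN mouse another, 4 TGN and 2 CGN mice the third, and 4 CGN mice the last. Of 17 mice 11 were of the commonest stage of their cluster. The modules came from these same mice, so their fit to the stages is not independent of them. The gene members of the TI modules were measured at 88.8 percent, and the glomerular modules were not analysed here.

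**Figure D7:**
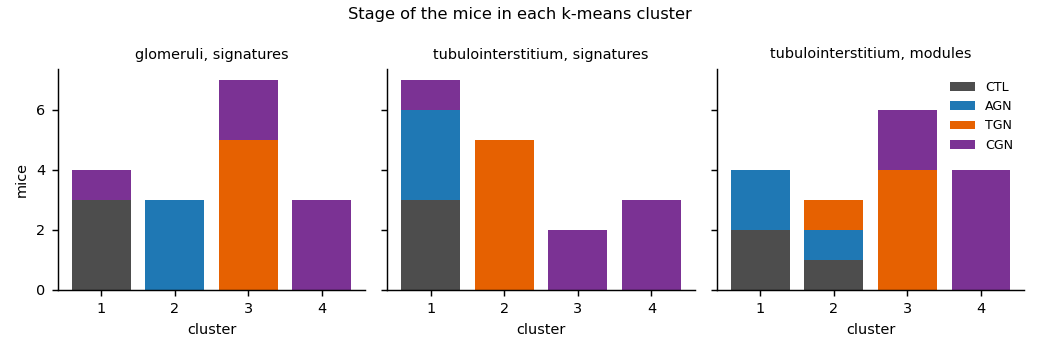
Number of CTL, AGN, TGN and CGN mice in each of 4 clusters, from signature scores of glomeruli, signature scores of the TI and module scores of the TI.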

In the glomerulus (**Figure 6A**), the coral cluster of CTL and AGN mice was positively correlated with gene modules associated with kidney cells and metabolic processes, and negatively correlated with gene modules related to the immune/inflammatory response. Two clusters (maroon and green) contained a combination of TGN and CGN mice and were positively correlated with immune response modules and negatively correlated with kidney cell and metabolism modules. The final cluster of CGN mice (blue) had a negative correlation with immune response and kidney/metabolic modules but retained a high positive correlation with secreted immune factors. MEGENA results and correlations with disease stage in the TI (**Figure 6B**) were similar to the glomerulus, but the resulting gene modules were more heavily skewed toward mitochondrial metabolism and the blue cluster of CGN mice was still positively correlated with the immune response-associated modules. In summary, this unsupervised approach employing co-expressed gene modules yielded results that closely resemble our previously identified molecular profiles of disease progression in NZM2328 mice.

**Figure 6:**
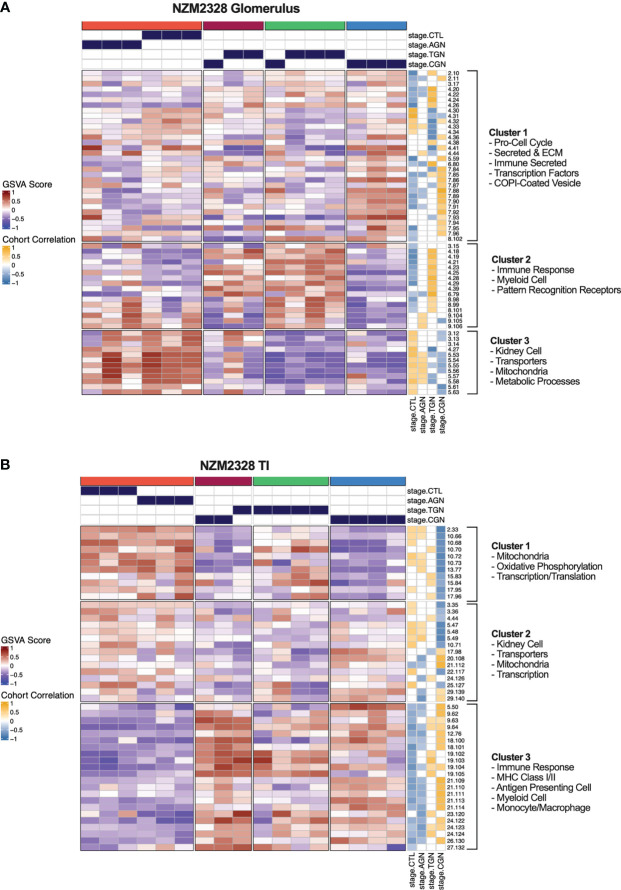
Unsupervised gene co-expression network analysis defines molecular profiles of NZM2328 mice correlated with disease severity. **(A, B)** K-means clustering (k=4) of NZM2328 CTL, AGN, TGN, and CGN mouse glomeruli **(A)** and TI **(B)** based on GSVA enrichment scores of MEGENA modules. The optimal number of module clusters was defined by the silhouette method and annotated by gene overlap with curated immunologic signatures and GO terms. Heatmap visualizations depict positive to negative GSVA scores on a red to blue gradient and positive to negative correlations between GSVA scores and disease classification on a gold to blue gradient.

### Identification of gene signatures characterizing GN stages in NZM2328 mice

We next sought to assemble a panel of curated gene signatures that would characterize the inflammatory environment in different stages of murine GN and determine whether similar immune profiles could be identified in human LN kidneys. To accomplish this, a core set of 22 GSVA gene signatures was selected based on significant enrichment in AGN, TGN, or CGN NZM2328 mice (**Supplementary Table 2**; **Figures 2A, C**). 

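Of the signatures in the panel, 15 were scored for glomeruli and 16 for the TI, among them Myeloid Cell, IG Chain Cell, GC B Cell, Oxidative Phosphorylation and Kidney Cell in both tissues, Podocyte in glomeruli and the Kidney Proximal Tubule and Kidney Distal Tubule signatures in the TI. Signatures of low-density granulocytes, NK cells, plasmacytoid dendritic cells and the TCA cycle were not used here. The panel was picked on the same mice, so the match of clusters to stages is not independent evidence. Of 17 mice 14 in glomeruli and 13 in the TI were of the commonest stage of their cluster.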

GSVA scores were then used as input for k-means clustering to form 4 clusters of mice from the glomerulus and TI gene expression datasets (**Figures 7A, B**). In the glomerulus, AGN mice in the maroon cluster were characterized by slightly increased enrichment of inflammatory immune cells compared to CTL mice but retained enrichment of kidney tissue cell and metabolism gene signatures (**Figure 7A**). 

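The 3 AGN mice formed a glomerular cluster of their own, with myeloid and antigen presenting cell scores above those of the CTL cluster. Mean scores were 0.17 for antigen presenting cells, 0.33 for CD8 T cells and -0.11 for myeloid cells, against -0.46, -0.57 and -0.46 in the cluster of 3 CTL mice and 1 CGN mouse. The Kidney Cell score averaged 0.41 against 0.47 and the Oxidative Phosphorylation score 0.45 against 0.14. With 3 clusters, or with z-scores in place of GSVA, 2 AGN mice joined the CTL mice.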

TGN mice in the green cluster exhibited the highest enrichment of all inflammatory gene signatures accompanied by a decrease in metabolic and kidney cell signatures. 

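All 5 TGN mice fell into a glomerular cluster with 2 CGN mice, and its immune scores were the highest of the 4 clusters. Means over the 7 mice were 0.48 for myeloid cells, 0.56 for antigen presenting cells, 0.32 for germinal center B cells and 0.34 for immunoglobulin genes. The Podocyte score averaged -0.44, the Kidney Cell score -0.32 and the Amino Acid Metabolism score -0.32. Scores were not tested between clusters, since the clusters were made from them.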

CGN mice were divided among multiple clusters and thus reflected heterogeneity in immune profiles among mice at this stage of disease. 

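The 6 CGN mice were spread over 3 glomerular clusters, with 1 mouse beside the CTL mice, 2 beside the TGN mice and 3 on their own. In glomeruli of CGN mice the mean log2 of kidney macrophage genes ran from 6.36 to 7.79, and in TGN mice from 8.05 to 8.23. With 3 or 5 clusters the CGN mice were again divided 1, 2 and 3, and with z-scores 3 joined an AGN mouse, 2 the TGN mice and 1 stood alone.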

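A single CGN mouse sat in the glomerular cluster of the 3 CTL mice. The cluster averaged -0.41 for immunoglobulin genes, -0.40 for Tfh cells, 0.68 for podocytes and 0.43 for amino acid metabolism. Its myeloid scores ran from -0.68 to 0.17 and its podocyte scores from 0.38 to 0.87.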

Two CGN mice were placed in the coral cluster with CTL mice reflecting waning inflammation and retention of metabolic and kidney cell signatures. 

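In the glomerular cluster shared by 5 TGN and 2 CGN mice, myeloid scores ran from 0.29 to 0.65 and antigen presenting cell scores from 0.10 to 0.78. Its Monocyte-Macrophage scores averaged 0.38 and its CD8 T cell scores 0.55, and podocyte scores ran from -0.71 to -0.03.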

Another group of CGN mice with continued evidence of inflammatory gene signatures were found in the green cluster with TGN mice. Finally, the blue cluster of CGN mice exhibited a relative de-enrichment of immune cells, kidney cells, and metabolic pathways indicative of a post-inflammatory state with evidence of end organ damage.

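The 3 CGN mice on their own had low immune and low kidney scores in glomeruli. Their means were -0.50 for antigen presenting cells, -0.63 for CD8 T cells and -0.29 for myeloid cells, and -0.31 for podocytes, -0.31 for Kidney Cell genes and -0.40 for oxidative phosphorylation. The GC B Cell score averaged 0.04 and ran from -0.49 to 0.37. The paper proposes for this cluster a state after inflammation, with signs of damage to the organ.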

**Figure 7:**
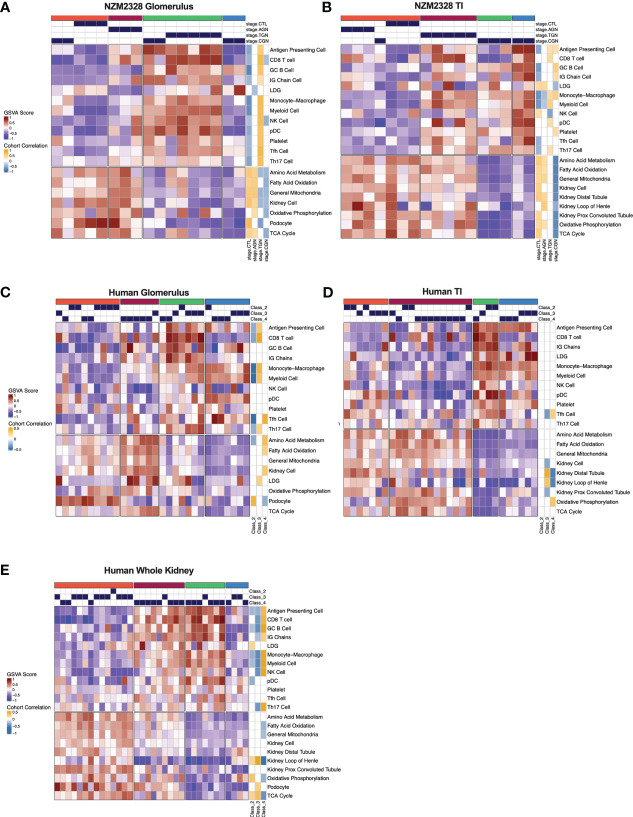
Gene signature-based clustering of GN stages in NZM2328 mice translates to human LN patients. **(A, B)** K-means clustering (k=4) of NZM2328 CTL, AGN, TGN, and CGN mouse glomeruli **(A)** and TI **(B)** based on GSVA enrichment scores of selected immune cell, kidney cell, and metabolic pathway gene sets. **(C-E)** K-means clustering (k=4) of microdissected glomeruli **(C)**, TI **(D)**, and whole kidney **(E)** from human LN patients based on GSVA score from human orthologs of the mouse gene sets used in **(A, B)**. Heatmap visualizations depict positive to negative GSVA scores on a red to blue gradient and positive to negative correlations between GSVA scores and disease classification on a gold to blue gradient.

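Myeloid scores were higher and metabolic scores lower in the TI clusters of later stages. The cluster of 3 CTL, 3 AGN and 1 CGN mice averaged -0.39 for myeloid cells and 0.34 for oxidative phosphorylation, and that of the 5 TGN mice 0.41 and 0.23. Another 2 CGN mice averaged 0.49 and -0.40, and the remaining 3 CGN mice 0.04 and -0.73. The Kidney Proximal Tubule score averaged 0.29, 0.22, -0.23 and -0.66 in the same order.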

Gene expression-based clustering of the TI yielded similar results as the glomerulus with increasing inflammation and decreasing metabolism and kidney tubule cell gene signatures marking progression in disease severity (**Figure 7B**). However, in the TI, the AGN mice clustered with CTLs and more of the CGN mice appeared to retain immune cell enrichment, reflecting persistent immune cell infiltration.

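The 3 AGN mice lay with the 3 CTL mice in the TI, and 2 of the 6 CGN mice kept high immune scores. These 2 averaged 0.82 for antigen presenting cells, 0.62 for germinal center B cells, 0.62 for immunoglobulin genes and 0.58 for Tfh cells. The 3 CGN mice of the last cluster averaged 0.24 for the Monocyte-Macrophage score, above the -0.42 of the CTL and AGN cluster, and -0.61 for CD8 T cells. With 3 clusters the 2 CGN mice joined the TGN mice, and with 5 the AGN mice were divided, 1 with the CTL mice and 2 with a CGN mouse.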

### Validation of NZM2328 gene expression patterns in an unrelated dataset

To validate the findings in NZM2328 mice in another lupus-prone strain, we applied the same approach to analysis of publicly available gene expression data from whole kidney tissue of the IFNα-accelerated NZB/W model (IFNα-NZB, GSE86423). Notably, the 22 curated gene expression signatures used to separate disease stages in NZM2328 mice, followed a similar enrichment pattern over a 9-week time course in IFNα-NZB mice indicating that this result was not unique to the gene expression dataset we generated from the NZM2328 strain (**Supplementary Figure 4**).

### Gene signatures characterizing GN stages in NZM2328 mice identify analogous subsets of human LN patients

To determine whether immune profiles of NZM2328 mice with different stages of GN would translate to human lupus patients, we analyzed a publicly available gene expression dataset of microdissected glomeruli and TI from kidneys of patients with International Society of Nephrology (ISN) class II-IV LN as determined by histological classification (GSE32591) (27). We carried out GSVA using human orthologs of the 22 curated mouse gene signatures and identified 4 molecular endotypes by k-means clustering based on the pattern of enriched gene signatures in each individual patient (**Supplementary Table 1**; **Figures 7C–E**). GSVA results of glomeruli and TI from kidneys of LN patients formed 4 patient clusters that exhibited similar gene set enrichment profiles to the nephritic kidneys of NZM2328 mice (**Figures 7C, D**). In both the glomerulus and TI, we observed a clear progression with increased enrichment of inflammatory cells corresponding with de-enrichment of kidney tissue cells as well as metabolic pathway signatures. In addition, the cohort correlations between LN classification and gene signature enrichment revealed increased correlations with pro-inflammatory cells in proliferative nephritis, particularly in the glomerulus, and corresponding negative correlations with kidney tissue cell signatures. However, whereas in the mouse kidneys we observed a post-inflammatory cluster of CGN stage mice, human LN samples with the greatest de-enrichment in metabolic and kidney cell signatures also retained a relatively high enrichment of immune/inflammatory cell signatures.

To confirm these results, we generated and analyzed a second gene expression dataset from whole kidneys of human LN patients in a similar manner (**Figure 7E**). Notably, gene signature enrichment profiles of each human whole kidney subset more closely resembled clusters from mouse GN, including a cluster of samples that exhibited both de-enrichment of inflammatory signatures and metabolic signatures. GSVA of human whole kidney gene expression using the unsupervised MEGENA modules generated for NZM2328 mouse kidneys (**Figure 6**) also yielded similar patterns of gene expression enrichment across LN patient clusters (**Supplementary Figure 5**). As an additional approach to establish similarities between mouse and human kidney gene expression profiles, we carried out MEGENA using the human LN whole kidney dataset. Then, MEGENA modules generated for the NZM2328 mouse (**Figure 6**) were used as a reference to determine the preservation of gene module assignment between the mouse and human kidney gene co-expression networks (**Supplementary Table 5**). The results indicated that 22 MEGENA modules from the mouse glomerulus and 31 MEGENA modules from the mouse TI had a significant module preservation score (z-score > 2) with human kidney modules indicating a high degree of overlap in their gene expression profiles. Overall, these results demonstrate that gene expression analysis can be used to classify stages of GN in lupus-prone mice and that mouse kidney endotypes can be translated to human LN patients.

## Discussion

The challenge of classifying disease pathology in heterogeneous presentations of LN has highlighted the need for a better understanding of disease progression in the kidneys of lupus patients and the risk factors for ESRD. To begin to address this, we utilized gene expression analysis to characterize stages of autoimmune inflammation leading up to the development of chronic disease in an established murine model of human GN. Mice were classified in disease stages by histological comparison, matching mice by level of disease pathology and amount of IC deposition. This analysis revealed distinct immune profiles for acute disease, after initial IC deposition in the kidney glomerulus, transitional disease in which inflammatory cell and pathway enrichment is at its peak, and chronic disease in which the accumulated insults result in irreversible damage to the kidney tissue.

We found evidence of selective immune cell infiltration in glomeruli of AGN mice, including enrichment for Monocyte/Mϕ, APC, MHC Class II, and Tfh cell gene signatures. This result reflects a limited set of immune/inflammatory cells present in the tissues at the initiation of AGN and likely reflects the cellular response to IC deposition (1, 12, 28). Enrichment of apoptosis and PRR gene signatures at the AGN stage may reflect the widening innate immune response triggered by early DAMP release from the kidney tissue. At the AGN stage, glomeruli of NZM2328 mice were also enriched for CD8 T cells, which studies have found to be elevated in both human and mouse GN and have been linked with disease severity (29–31). However, it is possible that in the context of AGN, these CD8 T cells act in a more regulatory rather than effector cell capacity, as previously suggested (32).

Our classification of the progression of GN in NZM2328 mice uncovered a newly recognized transitional stage during which we observed the greatest level of immune activity. As NZM2328 mice progressed to TGN, we observed a striking increase in innate immune response pathways and evidence of significant myeloid cell infiltration in the kidney tissue. Previous molecular studies of LN report a robust IFN response as the key feature distinguishing kidneys of lupus patients from healthy individuals and the TGN stage is when we first observed significant enrichment of an IFN signature in glomeruli of diseased mice (33–35). In line with this result, we also found significant enrichment of Mϕ populations in TGN mice and, in particular, those with a pro-inflammatory, M1 rather than an alternatively activated, M2 gene signature. Mϕs with both an M1 and an M2 phenotype have been described in mouse models of LN and associated with disease pathogenesis (36–39). However, despite the production of anti-inflammatory molecules by M2 Mϕs, the amplification of inflammatory cytokine production by immune and kidney tissue cells was found to overwhelm any regulatory response and promote disease progression. Kidney-infiltrating Mϕs are also important mediators of damage to the kidney tissue and we found that increases in Mϕ signatures in TGN mice were accompanied by decreases in kidney cell signatures and, in particular, podocytes. Podocytes are frequent targets of immune infiltration in the glomerulus and podocyte injury has been associated with proteinuria in lupus patients and is regarded as a precursor to end organ renal damage (40–42).

It has been reported that the low oxygen tension environment in the kidney becomes more hypoxic in LN, correlates with disease severity, and is associated with mitochondrial dysfunction in lupus mouse models (43, 44). In addition, several studies supporting the “chronic hypoxia hypothesis” have identified hypoxia-induced damage in the TI as the final critical pathway leading to ESRD in human patients (3, 5, 45). Our results align with these studies as we observed enrichment of the hypoxia response pathway through Hif1a in the glomeruli of TGN mice. Furthermore, heightened severity of disease pathology in CGN mice was accompanied by evidence of further damage to the kidney tissue, as well as a loss of mitochondrial and metabolic gene signatures suggestive of mitochondrial dysfunction. Therefore, our results support previous assertions that targeting the hypoxia response and mitochondrial dysfunction may be beneficial in the treatment of lupus patients (44, 46).

Glomeruli serve as the first connection points of kidney nephrons with the vasculature before disease progresses downstream to the kidney tubules such that kidney tubule damage is regarded as a diagnostic marker for progression to ESRD (7, 47). In line with this, enrichment of inflammatory cell and pathway gene signatures was delayed in the TI as compared to glomeruli of nephritic mice and resulted in de-enrichment of kidney tubule cell gene signatures in the TI of CGN mice. We also found that the expression of kidney-damage associated genes *Havcr1* and *Lcn2* (48–51) was significantly elevated in the TI of CGN mice. In addition, de-enrichment of metabolic gene signatures indicative of mitochondrial dysfunction was more prevalent in the TI of CGN mice suggesting that mitochondrial stress contributed to kidney tubule damage in late-stage disease.

Here, we also examined the mechanism(s) of resistance to chronic disease based on differences in gender and genetic background of lupus-prone NZM2328 mice. The increased prevalence of SLE in females over males in both human lupus patients and certain lupus mouse models implicates sex hormones in the pathogenesis of LN (52–55). Our analysis by both histology and gene expression-based approaches confirmed that male NZM2328 lupus-prone mice develop a milder form of AGN than female mice that does not progress to CGN (14). In addition, critical metabolic signatures, including glycolysis and oxidative phosphorylation, were decreased in male AGN mice suggestive of a dampened inflammatory response. Analysis of sex hormone-regulated gene signatures in the kidney did not indicate a difference in the estrogen response of female or male mice, which has been associated with lupus pathogenesis in both humans and mouse models (56–59). However, in many cases, the effects of estrogen regulation have been on immune cell populations and, therefore, we cannot discount an influence of estrogen regulation on circulating immune cells outside of the kidney tissue. In contrast to estrogens, androgens have been implicated in immunosuppression with decreased levels found in autoimmunity (60, 61). In line with this, androgen-regulated genes were de-enriched in male NZM2328 AGN mice and the genes contributing to this decrease were involved in cellular metabolism, suggesting a mechanism of androgen regulated immunosuppression through targeting metabolic pathways that is decreased in NZM nephritic mice.

We investigated the genetic-based resistance to chronic disease using female mice of the congenic strain, NZM2328.R27 (13). Interestingly, glomeruli of R27 mice exhibited evidence of anti-inflammatory, M2 Mϕ infiltration with no enrichment of the pro-inflammatory, M1, gene signature observed in the base strain. This result suggests that the altered nature of the inflammatory response in R27 AGN mice contributes to end organ resistance to disease. Furthermore, the TI of R27 AGN mice exhibited enrichment of gene signatures indicating a resistance to damaging pathologic processes stemming from inflamed glomeruli including increased kidney tubule cell signatures in conjunction with increased mitochondrial and metabolic gene signatures.

Since the R27 strain was derived by replacing the chronic disease risk locus, *Cgnz1*, of NZM2328, we examined the potential contribution of the 45 genes within this locus to resistance to CGN. We uncovered several pro-inflammatory genes with elevated expression in NZM2328 female mice, that would promote the activation of pathogenic immune populations such as M1 Mϕs and have been implicated in GN (62, 63). Furthermore, 7 risk locus genes that significantly correlated with kidney tubule cell signature enrichment in R27 AGN mice were involved in cell growth, metabolism, and WNT signaling. Involvement in boosting mitochondrial function could counteract the risk of mitochondrial stress and loss of function that were present in late-stage NZM2328 female mice. In addition, WNT signaling has been shown to have a positive role in resolving acute kidney injury, whereas it may promote maladaptive responses during chronic disease (64).

We have identified multiple mechanisms by which lupus-prone mice acquire resistance to chronic nephritis with implications for identifying risk factors for ESRD in human lupus patients. Interestingly, these mechanisms appear to be independent of the amount of IC deposition as all AGN mice (NZM2328 female, NZM2328 male, and R27 female) were matched by the level of pathology before monitoring disease progression. Resistance to chronic disease in male NZM2328 mice may have occurred at the initial point of IC deposition in the glomerulus, which failed to elicit a potent inflammatory response, possibly related to androgen-dependent suppression of energy-producing metabolic pathways. Resistance to chronic disease in R27 mice was associated with an altered composition of immune cells in the glomerulus that resulted in a lack of immune pathology downstream in the tubules. Moreover, the tubules in the R27 mice appear to be resistant to damage, as manifested by enhanced metabolic signatures. The resistance of tubules to damage related to immune activity in the glomerulus and/or hypoxia could play a pivotal role in preventing the typical inflammatory infiltrate in the TI of CGN, Thus, the absence of tubular dysfunction may have limited the inflammatory infiltrate in the TI and ultimately prevented additional damage to the kidney tissue.

Using a gene expression-based clustering approach, we have identified a core set of curated gene signatures able to classify disease stages of murine GN into molecular endotypes that effectively translate to human LN patients. Notably, human orthologs of the murine GN gene signatures identified a similar pattern in two independent cohorts of human LN patients consisting of increased enrichment of inflammatory cells and corresponding de-enrichment of metabolic pathways and kidney tissue cells associated with more advanced stages of kidney pathology. In current practice, the severity of LN pathogenesis is determined by histological classification, which is used to drive therapeutic decisions and assess the potential for terminal kidney damage (27, 65, 66). We found only modest correlation between ISN histological classification of renal pathology in human LN patients and molecular classification by gene expression profiling and the gene signature correlations that were identified were inconsistent across patients with the same ISN class and between datasets. This result emphasizes the subjectivity of histological assessment of renal pathology, and suggests that molecular classification may be a more robust and reproducible approach to classification of human LN.

An orthogonal, unsupervised approach to generate co-expressed gene modules (MEGENA) also identified similar molecular patterns that effectively classified mouse GN stages, human LN patients, and were highly conserved between species. This unsupervised approach supplies further validation for gene expressed-based profiles derived from curated gene signatures as well as the utility of lupus mice to recapitulate human LN at the molecular level. In summary, this work provides a comprehensive examination of the immune processes involved in progression of murine GN to chronic disease resulting in renal failure. In addition, this work presents a foundation for improved classification of LN based on molecular endotypes and illustrates the applicability of murine models to better understand the stages of human disease.

## Data availability statement

The murine microarray dataset generated for the current study is available from NCBI’s GEO database under accession GSE206806. The human microarray dataset generated for the current study is available from ArrayExpress under accession E-MTAB-12257. The publicly available murine and human microarray datasets analyzed in the current study can be found under GEO accessions GSE86423 and GSE32591, respectively.

## Ethics statement

The studies involving human participants were reviewed and approved by Shanghai Institute of Rheumatology. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the University of Virginia Animal Care and Use Committee.

## Author contributions

Conceptualization: AD, HW, SF, and PL. Methodology: AD, HW, SF, and PL. Software: PB. Formal analysis: AD, HW, PB, KK, and RR. Data Curation: HW, SF, NS, PB, KK, and RR. Writing – original draft: AD. Writing – review & editing: AD, HW, KK, NS, RR, and PL. Visualization: AD and HW. Supervision: NS, SF, AG, and PL. Project administration: NS, SF, AG, and PL. Funding acquisition: SF, AG, and PL. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

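Gene expression was measured in microdissected glomeruli and tubulointerstitium of female NZM2328 and R27 mice on 1 array type, and in glomeruli of male NZM2328 mice on another. The deposited values are log2 intensities, 1 per probe, which the authors made from the array images by background correction and normalization between arrays (RMA in the processing notes; the methods name RMA or GCRMA by platform). The versions of the authors' tools are not stated. Values ran from 1.53 to 13.58 on the female array and from 1.51 to 14.12 on the male array, with 0 missing. Array medians of glomeruli were 5.089 to 5.298 and those of tubulointerstitium 4.609 to 4.745, as if the tissues had been normalized separately, so levels of the tissues are not on one scale. Male CTL arrays had medians of 3.618 to 3.653 and male AGN arrays 3.678 to 3.743, and the median difference over the probes tested was -0.061. Each array gives 1 value per probe and no counting error, and whether the number of arrays or the signal limits precision was not tested.

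The female array holds 40161 probes, of which 30294 map to 1 gene symbol, 2145 to several and 7722 to none, and the male array 45101, of which 34970, 920 and 9211 do. Outdated symbols were replaced for 1131 and 59 probes. Probes were kept when their mean lay above the dip between the 2 highest peaks of the density of probe means, or, where there was no dip, above the 40th percentile. This gave levels of 4.842 and 4.818 for NZM2328 and R27 glomeruli, 4.292 and 4.32 for their tubulointerstitium and 3.169 for male glomeruli, and left 22508, 22483, 22595, 22379 and 27061 probes.

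The unit of replication was the mouse. Ages in the text are those the paper gives by group, 12 months for R27 and 10 months for male AGN mice, while its methods and the sample labels give a range of 26-38 weeks for every diseased mouse. Each probe was compared with limma 3.58.1 in R 4.3.3 with the Benjamini-Hochberg adjustment, at an adjusted p below 0.2. AGN of NZM2328 females was fitted with CTL alone, TGN and CGN with all 4 groups, and R27 and male mice by themselves. All tests were two-sided. Signatures of the study were scored with GSVA in gseapy 1.3.1, with a Gaussian kernel and the probe of highest interquartile range per gene, and 35 of 36 had at least 2 measured genes. Their scores were compared with limma at an adjusted p below 0.05, and single scores also with exact permutations of the mice. Differences between strains and between tissues were tested as interaction terms on scores computed together. Signatures and further gene lists were tested with camera, once with the preset correlation of 0.01 and once with the correlation estimated from the data, and with fry, which asks whether the genes of a list move, on balance, in 1 direction. A gene "past when adjusted over the list alone" has an adjusted p below 0.2 over the genes of that list.

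The genes named in the text are of these kinds: every gene the study names for the data at hand; among probes past the threshold with 1 symbol and all diseased mice on one side of the CTL mice, the 10 largest rises and the 10 largest falls, without gene models and receptor segments; and the 4 members of each list with the smallest p. A gene with several probes is given by the probe of highest mean. Gene tables and figures of the paper had been seen when this rule was written. Correlations were taken as Pearson and Spearman correlations with 100000 permutations, 10000 inside stages, and adjusted over 8 relations. Mice were grouped by k-means in scikit-learn 1.9.0 with 1000 starts. Other steps used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

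Replicate numbers were checked as pairs: after removing group means, CTL and diseased mice of the same number had correlations of 0.27, 0.108 and 0.329 in males, and the block on number is given beside those results; in females they ran from -0.21 to 0.22. No source pairs the numbers with mice. The steps were tested on simulated data with 200 changed probes per comparison. Recovery at an adjusted level depends on the share of probes that change, so the simulated shares do not give the recovery in the real data. Values were drawn independently for each probe or gene, so variation shared by many probes of a mouse was not simulated. GSVA recovered 6 of 6 moved signatures in each of 3 simulated comparisons, with 1, 0 and 1 calls among 18, 15 and 19 others, and camera found a raised list with 0 calls among 42 other lists.

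The tests, filters, thresholds and alternatives were set before the data were examined, apart from those that the closing section names as chosen later. The alternatives covered the threshold, the filter, scaling, weights, the groups in the fit, the replicate block, leaving out each mouse, z-scores, set tests, Welch's test and the number of clusters. On scores Welch's test, or Dunnett's T3 for NZM2328 females at TGN and CGN, is called the methods' test and was not adjusted over signatures. The study's own probe calls came from limma. Human samples, mice given interferon, upstream regulators and the glomerular co-expression modules were not analysed here, and 1 gene the study names is not reported here.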

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

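The threshold of 0.2 for genes that differ between strains, and the tests of their position and of a strain variant, were chosen after the results were seen.

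Genes that the paper does not discuss differed between R27 and NZM2328 females in both tissues, with stage allowed for, in 9 R27 and 6 NZM2328 mice. At an adjusted p below 0.2 from limma there were 13 such genes, with 4 higher and 9 lower in R27. *Ppox*, a heme synthesis gene that lies between the outermost *Cgnz1* genes named in the paper, was higher in R27 by log2 0.54 (SE 0.07, adjusted p = 0.006) in glomeruli and by 0.24 (SE 0.07, adjusted p = 0.18) in the TI, and *Rgs5*, a pericyte gene, by 0.81 in each (SE 0.17 and 0.11, adjusted p = 0.15 and 0.01). *Chml* was higher by 0.69 (SE 0.15, adjusted p = 0.18) and 0.48 (SE 0.11, adjusted p = 0.14). The MHC class I genes were lower: *H2-K1* differed by -0.62 (SE 0.08, adjusted p = 0.006) in glomeruli and by -0.3 (SE 0.07, adjusted p = 0.15) in the TI, *H2-D1* by -0.52 (SE 0.07, adjusted p = 0.011) and -0.27 (SE 0.08, adjusted p = 0.19), and *H2-Q4* by -0.58 (SE 0.09, adjusted p = 0.014) and -0.23 (SE 0.07, adjusted p = 0.18). *H2-K2*, *H2-T10* and the peptide transporter gene *Tap1* were lower as well, as were *B2m*, *Foxs1* and *Ighv1-53* on other chromosomes. At the planned level of 0.05 only *Tubgcp3* on chromosome 8 passed in both tissues, higher in R27 by 0.5 (SE 0.06, adjusted p = 0.0031) and 0.42 (SE 0.06, adjusted p = 0.01).

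Of these genes 3 lay near each other on chromosome 1 and 6 on chromosome 17, where a first look had pointed to chromosomes 1 and 8. In 10000 random draws of as many genes the fullest window of 5 Mb held at most 4, a share of 1e-04, the smallest that the draws can give, which argues against random scatter of the 6 genes on chromosome 17. On chromosome 1 a window held at most 2, as many as in a share of 0.112 of draws of the 7 genes off chromosome 17. The draws alone do not argue against random scatter there. They take no account of how the strain was made: R27 carries the *Cgnz1* region of another strain, and *Ppox* lies between named genes of that region. A strain variant under the probes predicts a difference alike in both tissues, or smaller where the gene is nearer to background. Of the 9 genes, *Ppox*, *H2-K1*, *H2-D1* and *H2-Q4* differed between tissues when samples of 1 number were taken as 1 mouse, and 0 had the smaller difference in the tissue of higher level. The tissues are not on one scale, and *Ppox* stood at 7.42 in glomeruli and 7.4 in the TI of NZM2328, so this test decides nothing, and a variant and a true difference of expression cannot be told apart. By the ages that the paper gives for each group the diseased R27 mice were also older than the diseased NZM2328 mice, while its methods give 1 range for all, and a joint change of MHC genes with disease stays open, as untested.

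The change from CTL to AGN in the TI differed between strains for 1405 probes of 22790 by an interaction term, 537 with the higher signed change in NZM2328 and 868 with the lower. By the paper's ages for each group the R27 AGN mice were older than those of NZM2328, so strain and age could not be separated. Of 100 splits of the mice only the real one gave as many, and the highest other gave 63. These splits also break the change from CTL to AGN that both strains share. They therefore do not set the strain difference by itself against chance. Without NZM2328 CTL 1 there were 804, without CTL 3 238, without AGN 2 714, without AGN 3 542, and without R27 AGN 1 752. In glomeruli limma gave 0 probes at an adjusted p below 0.2 and 2103 at an unadjusted p below 0.05, and the highest other split gave 1100. Leaving out NZM2328 AGN 1 gave 97, R27 AGN 5 gave 869, and R27 CTL 1, CTL 3, CTL 4 or AGN 4 gave 2, 2, 9 and 4. Among signatures 0 differed in either tissue, with 4 in glomeruli and 14 in the TI at an unadjusted p below 0.05, and all 100 splits gave as many, at most 10 and 5. With z-scores 6 differed in the TI. Leaving out R27 CTL 1, AGN 2 or AGN 5 gave 1 in glomeruli, and in the TI NZM2328 CTL 2 or AGN 2 gave 3, CTL 3 or R27 AGN 4 gave 1 and R27 CTL 2 gave 5.

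The Podocyte score fell by 1.05 in NZM2328 glomeruli at TGN and by 0.02 in the TI, and it was the 1 signature whose change differed between tissues at that stage, with a difference of -1.03 (SE 0.25, adjusted p = 0.012). As many signatures passed in 7 of 100 shuffles of the stage labels within each tissue, the real labels among them, with up to 18. The shuffles also break the change that both tissues share, so they do not decide on chance, which cannot be excluded. Podocytes are cells of the glomerulus, so a fall of their score in the TI was hardly possible. At AGN and CGN limma gave 0, with 1 and 4 at an unadjusted p below 0.05, and all 100 shuffles gave as many, at most 3 and 21. When samples of the same number were taken as 1 mouse, the Podocyte and androgen-regulated scores passed at CGN, as given in the next part.

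Immediate early genes, which the paper does not discuss, were higher in TGN than in CTL glomeruli for 8 of 9 genes, with a median of 0.83. *Nr4a1* rose by 2.39 (SE 0.23, adjusted p = 5.1e-06) and *Ier2* by 1.12 (SE 0.19, adjusted p = 6.7e-04). The mean log2 of the list ran from 6.98 to 7.52 in 5 TGN mice and from 6.23 to 6.33 in 3 CTL mice. No explanation was tested.

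Of 44 combinations of a measure and a group of 4 to 6 mice, 3 held a mouse far from the others, and chance gives about 1 in 20. The podocyte score of CGN 4 was 8.55 in NZM2328 glomeruli, where the others of 6 had 9.02 to 9.18. *Lcn2* was at 5.74 in the TI of R27 AGN 5, against 5.10 to 5.27 in the other 4. The macrophage score of R27 CTL 3 in the TI was 4.87, against 4.99 to 5.00 in the other 3.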

How the results depend on the processing

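The tubule score as a covariate, and the fits without the controls of lowest and highest tubule score or without the control and the diseased mouse of highest score, were chosen after the data were seen. Of the counts, gene values and correlations that answer a comparison, 746 values under an alternative stayed within 1.5 times the count or on the same side of the threshold, 158 moved, 4 passed and 7 no longer passed. For single signatures these were 9643 the same, 273 passing and 618 no longer passing, and for single genes 40267, 1070 and 2750, with 0 turning direction. Probe counts stayed within 1.5 times with a filter at the 60th percentile and with a trended and robust prior. Male mice have no other strain on their array, so that fit was not run for them. Probes near background, such as that of *Slamf6*, fell below the filter and were not tested. On the male array changes of log2 1 were found in 54 percent of simulated cases. Only 200 probes were changed there, so this does not give the recovery in the real data. The cause was not tested unless stated.

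An adjusted p below 0.05, a stricter level by construction, left 452 probes in glomeruli at AGN, 3906 at TGN and 2503 at CGN, 26, 531 and 4175 in the TI, 5 and 871 in R27 glomeruli and TI, and 2342 in males. *Cgnz1* genes were then 3 in the TI at TGN and 1 in the R27 TI, and *Havcr1* at 2.21 and *Lcn2* at 1.42 no longer passed at TGN. Array quality weights gave 2438, 11442 and 9632 probes in glomeruli, 924 and 4667 in the TI at AGN and TGN, 6807 in R27 glomeruli and 11025 in males, and 5 *Cgnz1* genes in R27 glomeruli. Welch's test in place of limma gave 0 probes in glomeruli at AGN and 1 in the TI, 4 and 1605 in R27, and 0 *Cgnz1* genes in glomeruli at AGN and 1 in the R27 TI. The study called its probes with limma and not with this test. Its methods name Welch's test for other comparisons of 2 groups and state no adjustment over genes for it. Here the p of Welch's test was adjusted over all probes tested, also for the *Cgnz1* genes. On scores the methods' test gave 11 signatures in the TI at TGN, 14 at CGN, 10 in R27 glomeruli and 10 in males. With all 4 groups in the fit, and for signatures in the scoring, AGN gave 590 and 65 probes, 1 and 0 signatures and 5 *Cgnz1* genes in glomeruli, and with only the 2 groups TGN gave 4193 in the TI. Fitted with the other strain, R27 glomeruli gave 1513 probes and 1 *Cgnz1* gene.

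The replicate block gave 3838 probes in glomeruli at CGN, 1751 in the R27 TI and 10446 in males, 7 signatures in glomeruli at CGN, 3 in the TI at AGN, 0 and 3 in R27 and 10 in males, and 1 and 2 *Cgnz1* genes in R27. Strain differences then numbered 650 and 425 probes, and tissue differences at CGN 2 signatures. Those at CGN were Podocyte, at -0.87 (adjusted p = 0.011), and the androgen-regulated score, at 0.51 (adjusted p = 0.027). CTL and diseased mice share only a number, and their same-number correlations in females ran from -0.21 to 0.22. Glomeruli and TI of the same number correlated at 0.107 to 0.543 in R27, at 0.118 to 0.493 in CGN mice and at -0.102 to 0.372 in the other NZM2328 mice, and not every sample correlated best with its own number. In males the block rests on 3 pairs, since AGN 4, 5 and 6 have no CTL of their number. Without the filter R27 glomeruli gave 281 probes. Median centring gave 199 in the TI at AGN and let *Lcn2* in R27 pass at 0.3, as quantile normalization did at 0.28. The latter gave 23 signatures in glomeruli at CGN and 1 and 2 in R27. Genes in place of probes gave 2023 in males, where fewer were tested.

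Camera with the preset correlation called 25 signatures in glomeruli at CGN, 13 in the TI at AGN, 21 in R27 glomeruli and 11 in males, and fry 10 in the TI at TGN, 0 and 4 in R27 and 2 in males. Scores from filtered probes only gave 0 and 4 in R27 and 2 in males. Z-scores gave 11 in the TI at TGN, 0 and 4 in R27, 6 stage steps in the TI, 6 strain differences in the TI, 4 and 3 tissue differences at TGN and CGN, and a correlation of *Ncstn* at -0.57 that passed. Within stages the correlations with the proximal tubule signature no longer passed, at -0.43 for *Lcn2*, 0.07 for *Apoa2* and 0.46 for *Pex19*, and *Nit1*, at 0.62, no longer did once adjusted over 8 relations (adjusted p = 0.16), though it passed within the 6 CGN mice, at 0.96 (adjusted p = 0.011). The tubule covariate left 1926 probes in glomeruli at CGN and gave 958 in R27, with 15 signatures at TGN, 4 at CGN and 1 in males, and let the Podocyte score pass at AGN, at -0.9 (adjusted p = 0.021) in females and -1.02 (adjusted p = 0.019) in males, and the Hif1a score in females, at 0.61 (adjusted p = 0.02). With it the amino acid, androgen-regulated, Kidney Cell, proximal and distal tubule, apoptosis and Tfh scores no longer passed at TGN and CGN, the mitochondrial, immunoglobulin, collecting duct and platelet scores at TGN, and the Podocyte, WNT, MHC class I and receptor scores at CGN. A lost call was not always a lost difference. At CGN the Podocyte score was at -0.84 with the covariate against -0.88 without it, while amino acid metabolism was at -0.06 against -0.75. Without both R27 controls 5 probes passed.

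With single mice left out, glomerular counts ran from 598 to 3381 at AGN (598 without CTL 1, 641 without CTL 3, 3381 without AGN 2, 677 without AGN 3, and 866 without CTL 2), from 5177 to 8535 at TGN and from 3245 to 7133 at CGN (3245 without CTL 1 and 3460 without CTL 3). In the TI they ran from 35 to 842 at AGN (35 without CTL 1, 202 without CTL 2, 106 without CTL 3, 842 without AGN 1, 219 without AGN 2, 211 without AGN 3), from 846 to 3213 at TGN (1185 without CTL 2, 846 without CTL 3, 1139 without TGN 2, 1454 without TGN 4, 1435 without TGN 5) and from 5520 to 8477 at CGN. R27 gave 8 to 3091 in glomeruli (3091 without CTL 1, 8 without CTL 2, 73 without CTL 3, 76 without AGN 2, 14 without AGN 3, 57 without AGN 4, 1924 without AGN 5) and 3138 to 5674 in the TI, and males 3869 to 9099 (3869 without CTL 2).

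Signatures in glomeruli ran from 6 to 14 at AGN (6 without AGN 1), 19 to 28 at TGN and 1 to 22 at CGN (1 without CTL 1, 5 without CTL 3, 8 without CGN 2). In the TI they ran from 0 to 6 at AGN (3 without CTL 1, 0 without CTL 3, AGN 1 or AGN 2), 7 to 21 at TGN (9 without CTL 1, 7 without CTL 3) and 17 to 26 at CGN (17 without CTL 3). R27 gave 0 to 9 in glomeruli (0 without CTL 2, CTL 3, CTL 4, AGN 2 or AGN 4, 3 without AGN 3 or AGN 5) and 2 to 12 in the TI (4 without CTL 1, 2 without CTL 3, 6 without CTL 4, 7 without AGN 1 or AGN 5), and males 0 to 6 (6 without AGN 4). Stage steps ran from 15 to 27 in glomeruli (15 without TGN 5) and 7 to 20 in the TI (7 without AGN 2, 9 without AGN 3). Strain differences ran from 0 to 1 signatures and 0 to 869 probes in glomeruli, and 0 to 5 and 238 to 1911 in the TI, with the mice named in the part above.

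*Cgnz1* genes ran from 8 to 8 in glomeruli at AGN and TGN, 6 to 8 at CGN, 0 to 1 in the TI at AGN (1 without AGN 3), 4 to 6 at TGN, 7 to 8 at CGN, 0 to 4 in R27 glomeruli (4 without CTL 1, 1 without CTL 4 or AGN 5, 2 without AGN 1) and 4 to 8 in the R27 TI (4 without AGN 5). *Havcr1* ran from 0.12 to 0.51 at AGN, 1.9 to 2.56 at TGN, 2.02 to 2.65 at CGN and 0.09 to 0.48 in R27, and *Lcn2* from 0.34 to 0.68, 1.28 to 1.5, 2.26 to 2.67 and 0.15 to 0.31. *Havcr1* no longer passed at TGN without CTL 2 (adjusted p = 0.22) or CTL 3 (adjusted p = 0.21), and passed in R27 without CTL 2 (adjusted p = 0.16).

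Splits of the same mice set the counts against chance. For AGN in NZM2328 females the 10 splits are too few for a share under 0.05, with 1427 probes and at most 206 in another split in glomeruli, 353 and 4 in the TI, and 11 and 6 signatures against 0. Chance is unlikely at TGN, where of 56 splits only the real one gave as many (7308 probes against 5531 in glomeruli, 2300 against 2103 in the TI, 26 and 18 signatures against 11 and 9), and at CGN with 84 splits (6059 against 4130 and 8024 against 7396 probes, 15 and 26 signatures against 12 and 14). It is unlikely as well for the R27 TI (4625 probes against 16, 11 signatures against 2, 100 of 126 splits) and for the stage steps (13 against 5 and 12 against 9 in glomeruli, 9 against 8 and 7 against 3 in the TI). The shares of splits were not adjusted over the comparisons, and some other splits came close to the real count. In males 1 of 84 splits gave 6403 probes, the next 4306, in a split that left at least 1 pair together. The 8 splits that part all 3 pairs are too few for a share under 0.05, and without the block gave at most 0 probes apart from the real one. With the block another of them gave the same 10446 probes and 10 signatures, since turning every pair round changes only the direction. These splits therefore cannot set the blocked counts against chance. No male signature passed with limma, 5 had an unadjusted p below 0.05, camera with the preset correlation called 11 and fry 2, and all 84 splits gave as many, up to 9. In R27 glomeruli 3 of 100 splits gave 427 probes or more, up to 3433, and 3 gave 6 signatures or more, up to 12. A split with several times the real count points to differences among these mice that do not follow the groups, and their source is open.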

Differences from the paper's values

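The tubule score as a covariate, and the fit without the R27 controls of lowest and highest tubule score, were chosen after the values were seen.

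In NZM2328 glomeruli the paper lists 817 genes at AGN in its Table S3, and 1427 probes passed here at the same level of 0.2. Those of them with 1 symbol stand for 1138 genes, a count that does not differ from the paper's by more than 1.5 times. Of the paper's genes 630 were tested here by symbol, all in the same direction, and 579 passed. Of the alternatives set before the data were examined, the counts do not differ by more than 1.5 times with all 4 groups in the fit (590), with the replicate block (1011) and without CTL 1 (598), CTL 2 (866), CTL 3 (641) or AGN 3 (677). They do differ at the level of 0.05 (452), without a filter (1245), with the filter at the 60th percentile (1298), with quantile normalization (1556), median centring (1317), a trended and robust prior (1389), array weights (2438), genes in place of probes (1238), Welch's test in place of limma (0), and without AGN 1 (1389) or AGN 2 (3381). The tubule covariate gave 1653.

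In R27 glomeruli the paper lists 1804 genes, and 427 probes passed here, of which those with 1 symbol stand for 362 genes. Of the paper's genes 1416 were tested here by symbol, all in the same direction, and 281 passed. The counts do not differ by more than 1.5 times with the other strain in the fit (1513) and without AGN 5 (1924). They do differ at 0.05 (5), without a filter (281), with the filter at the 60th percentile (588), with quantile normalization (439), median centring (373), a trended and robust prior (375), array weights (6807), the replicate block (378), genes in place of probes (514) and Welch's test in place of limma (4). They also differ without CTL 1 (3091), CTL 2 (8), CTL 3 (73), CTL 4 (354), AGN 1 (471), AGN 2 (76), AGN 3 (14) or AGN 4 (57), with the tubule covariate (958) and without both controls (5).

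For *Havcr1* and the proximal tubule signature in the NZM2328 TI the paper gives an r squared of about 0.39 in Fig. 2F, read by eye, and 0.062 was found here over 17 mice, with r at -0.25. The values differ as well without the 2 farthest mice (0.21), with z-scores (0.012) and within stages (0.22).

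The paper calls the Tfh score higher in AGN glomeruli, which did not pass here at 0.45 (SE 0.15, adjusted p = 0.057) but did in the methods' test. It finds no difference of hormone-regulated genes in AGN females, where the androgen-regulated score rose here by 0.65 (SE 0.17, adjusted p = 0.019) in glomeruli. That score did not pass with z-scores, with filtered probes only, with all 4 groups in the scoring and the fit or without CTL 1, CTL 2, CTL 3 or AGN 1. The paper's discussion places the first significant interferon signature of glomeruli at TGN. Here the IFN Stimulated Genes score passed at AGN in the fit with CTL alone. With all 4 groups it did not, at 0.73 (SE 0.27, adjusted p = 0.074).

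In CGN glomeruli the paper calls the platelet score higher and the mitochondrial score lower, and neither passed here, at 0.47 (SE 0.2, adjusted p = 0.053) and -0.42 (SE 0.19, adjusted p = 0.057). Both passed with filtered probes only, quantile normalization, camera with the preset correlation, fry and without TGN 2. The platelet score also passed without AGN 2, AGN 3, TGN 1, CGN 3, CGN 4 or CGN 5, and the mitochondrial score with z-scores, in the methods' test and without CGN 1. WNT signaling, which the paper calls as well, rose here by 0.77 (SE 0.23, adjusted p = 0.0082), and amino acid metabolism fell by 0.75 (SE 0.22, adjusted p = 0.0082).

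In male glomeruli the paper calls the splicing and transcription factor scores higher and the glycolysis, oxidative phosphorylation, fatty acid oxidation and androgen-regulated scores lower. None passed here with limma, all in the paper's direction, at 0.59 (SE 0.23, adjusted p = 0.21), 0.35 (SE 0.21, adjusted p = 0.23), -0.46 (SE 0.25, adjusted p = 0.21), -0.72 (SE 0.26, adjusted p = 0.21), -0.43 (SE 0.25, adjusted p = 0.23) and -0.52 (SE 0.22, adjusted p = 0.21) in that order. The methods' test calls each of them except fatty acid oxidation, and camera with the preset correlation each except glycolysis. The replicate block calls oxidative phosphorylation, fatty acid oxidation and the androgen-regulated score. Leaving out AGN 4 lets glycolysis, oxidative phosphorylation and the androgen-regulated score pass, filtered probes only the splicing score, and fry the splicing and androgen-regulated scores.

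In R27 glomeruli the paper calls the M2 Macrophage and IG Chain scores higher, and neither passed here, at 0.37 (SE 0.21, adjusted p = 0.24) and 0.46 (SE 0.21, adjusted p = 0.14), though the methods' test and camera with the preset correlation call both. In the R27 TI it calls the Myeloid Cell score, which was at 0.22 (SE 0.14, adjusted p = 0.25) and passed under no alternative. It calls tubule signatures higher there, and the distal tubule score rose here by 0.72 (SE 0.14, adjusted p = 0.0027) while the proximal tubule score, at 0.37 (SE 0.22, adjusted p = 0.23), passed only in camera with the preset correlation.

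The paper finds no *Cgnz1* gene changed in the R27 TI, where 8 of 8 named genes tested passed here at 0.2, and *Apoa2* alone at 0.05. Welch's test, with its p adjusted over all probes tested, calls 1. The paper's methods state no such adjustment for that test. In its clusters of glomerular profiles it places a pair of CGN mice with CTL mice, and here 1 joined them with 4 clusters as with 3 and 5, and 0 with z-scores. The clusters here used fewer signatures than the paper's.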

Other observations

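The tubule score as a covariate and the test of an exchanged label were chosen after the results were seen. Clock genes named below other than *Npas2*, *Arntl* and the TI value of *Dbp* were picked after their values were seen.

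The clock activator genes *Npas2* and *Arntl* were lower in AGN than in CTL tissue of NZM2328 females, 3 mice against 3. In glomeruli *Npas2* fell by log2 1.74 (SE 0.19, adjusted p = 0.0032) and *Arntl* by 1.04 (SE 0.16, adjusted p = 0.017), and in the TI by 1.12 (SE 0.1, adjusted p = 0.012) and 1.06 (SE 0.19, adjusted p = 0.071). The clock output gene *Dbp* rose by 1.3 (SE 0.22, adjusted p = 0.021) in glomeruli and by 1.48 (SE 0.11, adjusted p = 0.0059) in the TI, and *Per3* by 0.93 (SE 0.13, adjusted p = 0.0088) and 1.09 (SE 0.12, adjusted p = 0.026). At TGN *Dbp* did not pass, at 0.33 (adjusted p = 0.53) and 0.52 (adjusted p = 0.27). The time of day of sampling is not among the sample labels held here.

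*Postn*, a matrix protein gene, was lower in every glomerular comparison of females. It fell by 1.87 (SE 0.24, adjusted p = 0.0074) at AGN, 2.23 (SE 0.31, adjusted p = 9.5e-05) at TGN and 2.02 (SE 0.3, adjusted p = 5.1e-04) at CGN, and by 1.74 (SE 0.22, adjusted p = 0.039) in R27. In males it stood at -1.83 (SE 0.71, adjusted p = 0.15).

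The cytochrome P450 genes *Cyp4a12a*, *Cyp2a4* and *Cyp2e1* were higher in the TI at AGN in each strain, and other genes of the family were not tallied. *Cyp4a12a* was higher by 1.54 (SE 0.25, adjusted p = 0.061) at AGN, 2.25 (SE 0.41, adjusted p = 0.0087) at TGN, 2.36 (SE 0.4, adjusted p = 0.0012) at CGN and 1.34 (SE 0.26, adjusted p = 0.024) in R27 AGN. *Cyp2a4* was higher by 1.82 (SE 0.17, adjusted p = 0.012) at AGN in NZM2328 and by 1.27 (SE 0.28, adjusted p = 0.036) in R27, and *Cyp2e1* by 0.9 (SE 0.15, adjusted p = 0.061) and 0.8 (SE 0.16, adjusted p = 0.03). In each of these comparisons all diseased mice lay above all CTL mice, except for *Cyp2e1* in R27.

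Immediate early genes were higher for 3 of 9 in AGN glomeruli and 8 of 9 at CGN, and in the TI for 1, 6 and 7 of 8 at AGN, TGN and CGN. In male glomeruli 5 of 9 were higher, with *Fos* at 2.92 (SE 0.88, adjusted p = 0.07) and *Egr1* at 2.27 (SE 0.6, adjusted p = 0.044), 6 mice against 3. In R27 glomeruli limma called 0 of 9, and 6 when adjusted over the list alone. Of 9 collecting duct genes 5 were lower in TGN glomeruli, where the Kidney Tubule Collecting Duct score went from -0.64 (SE 0.22, adjusted p = 0.011) to -0.38 (SE 0.27, adjusted p = 0.27) with the tubule score as a covariate, and of 10 loop of Henle and distal tubule genes 5 were lower in the TI at TGN, while in the R27 TI 4 were higher and 1 lower. Of 10 tubule injury genes 9 were higher in CGN glomeruli, with *Lcn2* at 1.44 (SE 0.22, adjusted p = 8.0e-04).

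The count of probes past the threshold in R27 glomeruli, 427, moved with single mice, to 3091 without CTL 1, 8 without CTL 2, 73 without CTL 3, 76 without AGN 2, 14 without AGN 3, 57 without AGN 4 and 1924 without AGN 5. Proximal tubule RNA differed between the dissections, with mean log2 of 15 transporter and enzyme genes at 6.36 in CTL 1 and 9.16 in CTL 3, and with that score as a covariate 958 probes passed, all 427 among them, so differing tubule RNA may be part of the spread. A label exchanged between a control and a diseased mouse cannot be excluded from the macrophage list, where 2 controls, CTL 1 at 5.78 and CTL 2 at 5.86, lay above a diseased mouse, AGN 1 at 5.74. The paper chose its R27 AGN mice by proteinuria and glomerular immunoglobulin and took younger controls, which bears on how the mice were grouped but not on how the arrays were labelled. The split of the mice with the most calls exchanged CTL 1 and AGN 5, but AGN 5 had the highest macrophage score, 7.06, and no biological explanation was tested.

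Androgen-regulated and oxidative phosphorylation genes were lower in AGN glomeruli of males, the scores at -0.52 (SE 0.22, exact permutation p = 0.012) and -0.72 (SE 0.26), neither past the adjusted threshold. With the tubule score as a covariate the androgen-regulated difference was -0.43 (SE 0.17), 81.4 percent of that without it, and oxidative phosphorylation kept 65.7 percent. That share met the bound set against less tubule RNA as the cause, but the difference between the fits is within their standard errors, so it stays open. Without its mitochondrial members the androgen-regulated score kept 65.5 percent, at -0.34 (SE 0.23, exact permutation p = 0.071), between the bounds set for and against a fall of mitochondrial genes in general. The explanations cannot be told apart with 6 mice against 3, and an effect of age or hormone level was not tested.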
